# miRNA‐1 regulation is necessary for mechanical overload‐induced muscle hypertrophy in male mice

**DOI:** 10.14814/phy2.70166

**Published:** 2025-01-06

**Authors:** Shengyi Fei, Blake D. Rule, Joshua S. Godwin, C. Brooks Mobley, Michael D. Roberts, Ferdinand von Walden, Ivan J. Vechetti

**Keywords:** hypertrophy, miR‐1, skeletal muscle

## Abstract

MicroRNAs (miRNAs) are small, noncoding RNAs that play a critical role in regulating gene expression post‐transcriptionally. They are involved in various developmental and physiological processes, and their dysregulation is linked to various diseases. Skeletal muscle‐specific miRNAs, including miR‐1, play a crucial role in the development and maintenance of skeletal muscle. It has been demonstrated that the expression of miR‐1 decreases by approximately 50% in response to hypertrophic stimuli, suggesting its potential involvement in muscle hypertrophy. In our study, we hypothesize that reduction of miR‐1 levels is necessary for skeletal muscle growth due to its interaction to essential pro‐growth genes. Promoting a smaller reduction of miR‐1 levels, we observed a blunted hypertrophic response in mice undergoing a murine model of muscle hypertrophy. In addition, our results suggest that miR‐1 inhibits the expression of *Itm2a*, a membrane‐related protein, as potential miR‐1‐related candidate for skeletal muscle hypertrophy. While the exact mechanism in muscle hypertrophy has not been identified, our results suggest that miR‐1‐regulated membrane proteins are important for skeletal muscle hypertrophy.

## 1 INTRODUCTION

Skeletal muscle hypertrophy is a complex process involving well‐characterized mechanisms, such as enhanced mammalian target of rapamycin complex 1 (mTORC1) signaling, ribosome biogenesis, elevations in muscle protein synthesis rates, and more recent mechanisms, such as extracellular matrix remodeling, mechanotransduction‐based signaling, epigenetic changes, and microRNA regulation (Roberts et al., 2023).

MicroRNAs (miRNAs) are small noncoding RNAs that are crucial for regulating gene expression through post‐transcriptional mechanisms. They achieve this regulation by base pairing with the 3′ untranslated region (3′ UTR) of target messenger RNA (mRNA) molecules, and their dysregulation has been linked to various diseases (Marceca et al., 2020; O'Brien et al., 2018). Muscle‐specific/enriched miRNAs (myomiRs) play significant roles in the development and functional adaptation of skeletal and cardiac muscles (McCarthy, 2008; Sempere et al., 2004). For example, McCarthy and Esser were the first to report changes in the expression of myomiRs (i.e., miR‐1 and miR‐133a) in adult skeletal muscle hypertrophy (McCarthy & Esser, 2007). Specifically, they observed a decrease in myomiR levels of approximately 50% in response to mechanical overload (MOV)‐induced muscle hypertrophy, which was later confirmed by qPCR by the same group (Chaillou et al., 2013). These results and the evidence showing that miR‐1 targets pro‐growth genes such as IGF‐1 and cyclin D (Elia et al., 2009; Leone et al., 2011; Li et al., 2012) suggest that miR‐1 acts as a “molecular break” on muscle hypertrophy. Indeed, reduction of miR‐1 following load‐induced muscle hypertrophy has been corroborated in rodents (Vechetti et al., 2019, 2021) and humans (Drummond et al., 2008; D'Souza et al., 2019) studies; however in humans, miR‐1 downregulation occurs in acute bouts of exercise with aminoacids/protein ingestion but not with long periods of resistance training nor in aged skeletal muscle (Davidsen et al., 2011; Drummond et al., 2008; D'Souza et al., 2019).

Although these results strongly suggest an essential role for miR‐1 in skeletal muscle hypertrophy, the mechanisms associated with this process are not completely understood. To test the hypothesis that miR‐1 downregulation is necessary for skeletal muscle hypertrophy, we overexpressed miR‐1 (lentivirus injection) in mice that underwent 10 days of MOV‐induced muscle hypertrophy. Our findings underscore the importance of miR‐1 regulation during muscle hypertrophy, showing that preventing the reduction in miR‐1 attenuates the hypertrophic responses promoted by MOV. In addition, by integrating RNA‐seq and ECLIP‐seq analyses, we identified integral membrane protein 2A (*Itm2a*), a membrane‐related protein, as potential player in the hypertrophic response induced by MOV. These findings provide new insights into the mechanisms underlying muscle hypertrophy and may have therapeutic implications in muscle‐related disorders.

## 2 MATERIALS AND METHODS

### 2.1 Animals

All animal procedures were conducted in accordance with the institutional guidelines for the care and use of laboratory animals, as approved by the Institutional Animal Care and Use Committee of the University of Nebraska‐Lincoln. Adult (5 months of age) male C57BL/6J (obtained from The Jackson Laboratory) mice were housed in a temperature‐and humidity‐controlled room and maintained on a 12‐h light–dark cycle with food (Teklad Global 16% Protein Rodent Diet, Inotiv) and water ad libitum. Animals were sacrificed via CO_2_ asphyxiation, followed by cervical dislocation.

### 2.2 Mechanical overload

Mice underwent 10 days of either a sham or a bilateral synergist ablation surgical procedure (mechanical overload, MOV), as previously described (Chaillou et al., 2013; Figueiredo & McCarthy, 2019; Vechetti Jr et al., 2021). Briefly, mice were anesthetized using isoflurane under sterile conditions, and a small incision was made on the dorsal aspect of the hindlimb, and about half of the gastrocnemius‐soleus complex was carefully removed without disturbing the blood supply or innervation to the plantaris muscle; the sham surgery involved all aspect of the synergist ablation surgery without excising the muscles. A total of 10 mice were used, with five mice undergoing bilateral sham and five MOV surgeries. The plantaris muscles were excised 10 days after the surgical procedures, weighed, flash‐frozen in liquid nitrogen, and stored at −80°C until downstream analysis. The mice were euthanized via CO_2_ asphyxiation followed by cervical dislocation prior to muscle collection.

### 2.3 Plasmid DNA isolation

Plasmid DNA was isolated from glycerol stocks of E. coli containing TurboGFP shMIMIC Mouse Lentiviral miRNA control or miR‐1a‐3p plasmids (Dharmacon), according to the manufacturer's instructions. Briefly, E. coli containing the target plasmids was incubated in LB broth medium with 100 μg/mL carbenicillin for 18 h at 37°C. Plasmid DNA was isolated using the QIAGEN Plasmid Mini Kit (# 12123 and 12125), according to the manufacturer's instructions.

### 2.4 HEK293T culture

HEK293T (ATCC Number CRL‐3216) cells were maintained in a medium composed of high‐glucose Dulbecco's modified Eagle medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 100 units/mL penicillin, 100 μg/mL streptomycin., and 6 mM L‐glutamine. For lentivirus production, the medium was replaced with reduced serum medium containing high‐glucose DMEM, 5%FBS, 2 mM L‐glutamine, 100 units/mL of penicillin, and 100 μg/mL streptomycin.

### 2.5 Lentivirus production

HEK293T cells were used to produce the lentiviral vectors. Cells (1.2 × 10^6^) were seeded at 70%–80% confluency in a 6‐well plate and transfected with 1 μg of the target plasmid DNA (control or miR‐1‐mimic) using the DharmaconTM Trans‐Lentiviral packaging kit according to the manufacturer's instructions. After 16 h of transfection, cells were incubated with reduced serum medium and transfection efficiency was calculated based on the number of cells containing the TurboGFP reporter gene. After 48 h, the virus‐containing media were collected, spanned down for pelleting cell debris, and filtered through a 0.45 μm sterile filter (Fisher). Filtered supernatants were concentrated by ultracentrifugation at 95,300 × *g* in Rotor SW60 Ti for 2 h at 4°C. The pellet‐containing viral particles were resuspended in 1 mL of DMEM. A final low‐speed centrifugation (25,000 × *g* for 10 min at 4°C) was performed to remove serum.

### 2.6 In vivo miRNA mimic treatment

During MOV or sham surgeries, mice received 50 μL (1 × 10^8^ IU/mL) of control (left plantaris) and mimic (right plantaris) lentiviral particles distributed over two injections, one proximal and one distal, using an insulin syringe (BD). Plantaris muscles were collected after 10 days.

### 2.7 RNA isolation and cDNA synthesis

Total RNA was isolated from the plantaris muscle samples using TRIzol Reagent (15596026, Life Technologies). Frozen muscle samples were homogenized using beads and the Bullet Blender Gold CE (Next Advance, Troy, NY, USA). Following homogenization, RNA was isolated via phase separation by addition of bromochloropropane. The aqueous phase was transferred to a new tube and further processed on columns using the Direct‐zol Kit (R2072, Zymo Research). RNA was treated in‐column with DNase and eluted in nuclease‐free water. RNA concentration and purity were assessed using a Nanodrop 2000 spectrophotometer (ThermoFisher Scientific). Reverse transcription reactions for miR‐1 and U6 small nuclear RNA (Rnu6) were performed with 10 ng of total RNA using Taqman MicroRNA Reverse Transcription Kit (4366596, ThermoFisher Scientific) according to the manufacturer's instructions. For mRNA, quantitative PCR (qPCR) 500 ng of total RNA was reverse transcribed using SuperScript™ IV VILO™ Master Mix (11756050, Invitrogen) according to the manufacturer's instructions.

### 2.8 mRNA and miRNA expression

For mRNA, quantitative PCR (qPCR) was run using iTaq Universal SYBR Green Supermix (1725120, Bio‐Rad). For miRNA, Taqman Universal PCR Master Mix (2x) (4304437, ThermoFisher Scientific) and TaqMan gene expression assay (miR‐1, #002222; Rnu6, #001973) were used for qPCR. qPCR was performed using the CFX Connect Real‐Time PCR Detection System as described by the manufacturer. qPCR efficiency was calculated by linear regression during the exponential phase using the LinRegPCR software v11.1 (Vechetti et al., 2021). miR‐1 and mRNAs (Itgb1bp2, Itm2a) levels among the groups were compared following normalization with Rnu6 (for miRNAs) and VCP (for mRNA) (most stable among groups). Primer sequences are described in Table 1.

**TABLE 1:** RT‐PCR primers utilized.

Primer target	Sequence (5′ – >3′)
Itm2a‐F	CAAGATGTAGAGGCGCTCGT
Itm2a‐R	TTTCTCCTGCGGGACAACTC
Itgb1bp2‐F	ACCAACGCTTCCATGTCTCT
Itgb1bp2‐R	GAGGCAACTCTGACCAGGAAG
Vcp‐F	CTCCCTCCAAAGGCGTTCTT
Vcp‐R	TGGCCTCAGATTCCCCAAAC

### 2.9 RNA‐seq

Libraries (*n* = 5/group) were prepared using the NEBNext Ultra II RNA Library Prep Kit, and the resulting cDNA was checked with Qubit and real‐time PCR for quantification and a bioanalyzer for size distribution detection. The quantified libraries were pooled and sequenced on the Illumina platform. Quality control preprocessing was performed with FastQC v0.11.9, followed by adapter and low‐quality base removal using Cutadapt 4.4 and Trim Galore 0.6.10, respectively. Low quality base calls (Phred score < 33) were removed prior to trimming adapter sequences. The reads were aligned to the GRCm38reference genome using Hisat2 v2.0.5. FeatureCounts v1.5.0‐p3 was used to count the number of reads mapped to each gene. Raw counts from RNA‐seq were used as inputs into R (Version 4.1.0). After filtering the low‐expression genes, DESeq2 (Version 1.34.0) was used for normalization and differential analyses of RNA‐seq data to identify differentially expressed genes (DEGs) between groups. DEGs were identified using a false discovery rate (Benjamini–Hochberg method) with an adjusted *p* value <0.05. DEGs with a log2 fold change (Log2FC) over 1 and lower than −1 and adj. *p* < 0.05 were used for downstream functional analysis. Gene Ontology (GO) enrichment analysis of differentially expressed genes was implemented by the clusterProfiler R package, in which gene length bias was corrected. GO terms with an adjusted *p* value <0.05 were considered significantly enriched. We used all the genes detected in our sequencing as the background for the GO analysis.

### 2.10 eCLIP‐sequencing

For the chimeric CLIP‐sequencing, we used adult 5‐month‐old male plantaris muscles from control and miR‐1 mimic treated mice that underwent 10 days of MOV (*n* = 1). Muscle samples were snap‐frozen in liquid nitrogen, and chimeric CLIP‐sequencing was performed by Eclipse Bioinnovations, Inc. (Eclipse Bioinnovations). Approximately 12 mg of mouse plantaris muscle was homogenized by cryogenic pulverization. The samples were then UV (254 nm) cross‐linked twice at 400 mJ/cm^2^ using Stratalinker 2400 (Stratagene) on a bed of ice. After cross‐linking, the samples were sonicated (QSonica Q800R2; QSonica LLC) to shear genomic DNA into smaller fragments. Ago2 immunoprecipitation using an Ago2 antibody (50683‐RP02, SinoBiological) was pre‐coupled to anti‐mouse Dynabeads (M‐280 Sheep Anti‐Mouse IgG Dynabeads, 11201D; Thermo Fisher Scientific), added to the homogenized lysate, and incubated overnight at 4°C with gentle rocking. After immunoprecipitation, 2% of the samples were used as paired input samples. For chimeric eCLIP experiments, a standardized eCLIP protocol (Van Nostrand et al., 2016) was modified to enable chimeric ligation of miRNAs and mRNA (Manakov et al., 2022). miRNA‐specific chimeric eCLIP was performed by amplifying cDNA using a mouse miR‐1 primer and a sequencing adapter‐specific primer after amplification with indexed primers.

Read processing and cluster analysis of miR‐1 eCLIP were performed as previously described (Van Nostrand et al., 2016; Vogler et al., 2018). Briefly, the 3′ barcodes and adapter sequences were removed using standard eCLIP scripts. The reads were trimmed, filtered for repetitive elements, and aligned to the mm9 reference sequence using STAR. PCR duplicate reads were removed based on the read start positions and random sequence. Bigwig files for the genome browser display were generated based on the location of the second paired‐end read. Peaks were identified using the encode_branch version of CLIPPER using the parameter “‐smm9.” Peaks were normalized against size‐matched input by calculating fold enrichment of reads in IP versus input and were designated as significant if the number of reads in the IP sample was greater than that in the input sample, with a Bonferroni corrected Fisher's exact *p* value <10^−8^.

### 2.11 Immunohistochemistry

Plantaris muscles were removed and pinned to a cork block at resting length, covered with a thin layer of Tissue Tek optimal cutting temperature (OCT) compound (Sakura Finetek, Torrance, CA), quickly frozen in liquid nitrogen‐cooled isopentane, and stored at −80°C until sectioning. Frozen muscles were sectioned (7 μm), air‐dried for at least an hour and stored at −20°C. For GFP detection, slides were fixed in 4% paraformaldehyde, and then sections were blocked for 1 h with 2.5% normal horse serum (Vector Laboratories, #S‐2012) and Mouse‐on‐Mouse Blocking Reagent (Vector Laboratories, #MKB‐2213). To address the potential issue of GFP fluorescence reduction or loss due to freezing processing steps, we elected to use GFP antibody for reliable detection. The sections were then incubated with anti‐dystrophin and anti‐GFP (1:100, Abcam, Cambridge, MA, #ab13970) overnight at 4°C. The sections were washed with PBS and incubated with species‐specific secondary antibodies (1:250, Life Technologies, #A‐11001 and A‐21467). The sections were subsequently washed with PBS and co‐stained with DAPI prior to mounting with anti‐fade media. For dystrophin identification, muscle sections were rehydrated with PBS and blocked with a mouse‐on‐mouse blocking reagent (Vector Laboratories). After washing, the slides were incubated with an anti‐dystrophin antibody (1:50; cat. no. VPD505; Vector Laboratories) overnight, was followed by incubation for 75 min with goat anti‐mouse biotinylated secondary antibody (1:1000, 115‐065‐205; Jackson ImmunoResearch). The sections were washed again, incubated for 30 min with SA‐FITC (1:150, no. SA‐5001; Vector Laboratories) and postfixed in 4% paraformaldehyde before mounting using Vectashield fluorescent mounting medium with DAPI (Vector Laboratories). All images were acquired using an upright microscope at ×20 magnification (AxioImager M1, Zen 2.3 Imaging Software; Zeiss). The entire muscle cross‐sections were captured, and the muscle fiber cross‐sectional area for all the fiber (GFP positive and negative fibers) was determined using MyoVision software developed by Wen et al. (2018).

### 2.12 Statistical analysis

Unless otherwise stated, all statistical comparisons of multiple variables (e.g., time and genetic cohorts) were performed using two‐way ANOVA. All ANOVA tests were corrected using Tukey HSD test. Values of significance are stated in the figure legends. The number of replicates used is directly stated in the figure legend or the Materials and Methods section. Real‐time quantitative PCR validation statistical analyses were performed using repeated measures two‐way ANOVA to determine significance, and the results are presented as mean ± SD. Differences were considered statistically significant at *p* ≤ 0.05. All statistical tests (except for sequencing data) were performed using GraphPad Prism version 9.

### 2.13 Resource availability

Both RNA‐seq and eCLIP‐seq raw data were deposited in the NCBI Gene Expression Omnibus database (GSE265982 and GSE265946).

## 3 RESULTS

### 3.1 Blockage of muscle‐specific miR‐1 downregulation blunts muscle hypertrophy following MOV

To mechanistically test the role of miR‐1 in skeletal muscle hypertrophy, we injected, in a contralateral approach, lentivirus‐containing either scramble‐control (left plantaris) or miR‐1‐mimic (right plantaris) under a mouse CMV promoter and Turbo‐GFP as a reporter gene during sham or synergist ablation surgeries (Figure 1a). To assess whether our strategy successfully increased miR‐1 levels, we performed immunohistochemistry for GFP and qPCR for miR‐1 (Figure 1b,c). As shown in Figure 1b, we observed an average of 55% GFP‐positive fibers within the dystrophin border, indicating successful infection with the lentivirus in the muscle fibers. In addition, we observed a smaller decrease in miR‐1 levels (25%) in mimic‐injected plantaris compared to a 50% reduction in the control after 10 days of MOV‐induced muscle hypertrophy (Figure 1c). Intriguingly, we did not observe an increase in miR‐1 levels in the plantaris of the sham group after the mimic injection (Figure 1c), despite observing the same GFP intensity as in the MOV group. Although speculative, we believe that the additional copies of miR‐1, the most abundant miRNA in the skeletal muscle (Vechetti et al., 2021), via mimic injection stimulated miR‐1 turnover in the sham group, preventing its accumulation.

**FIGURE 1:**
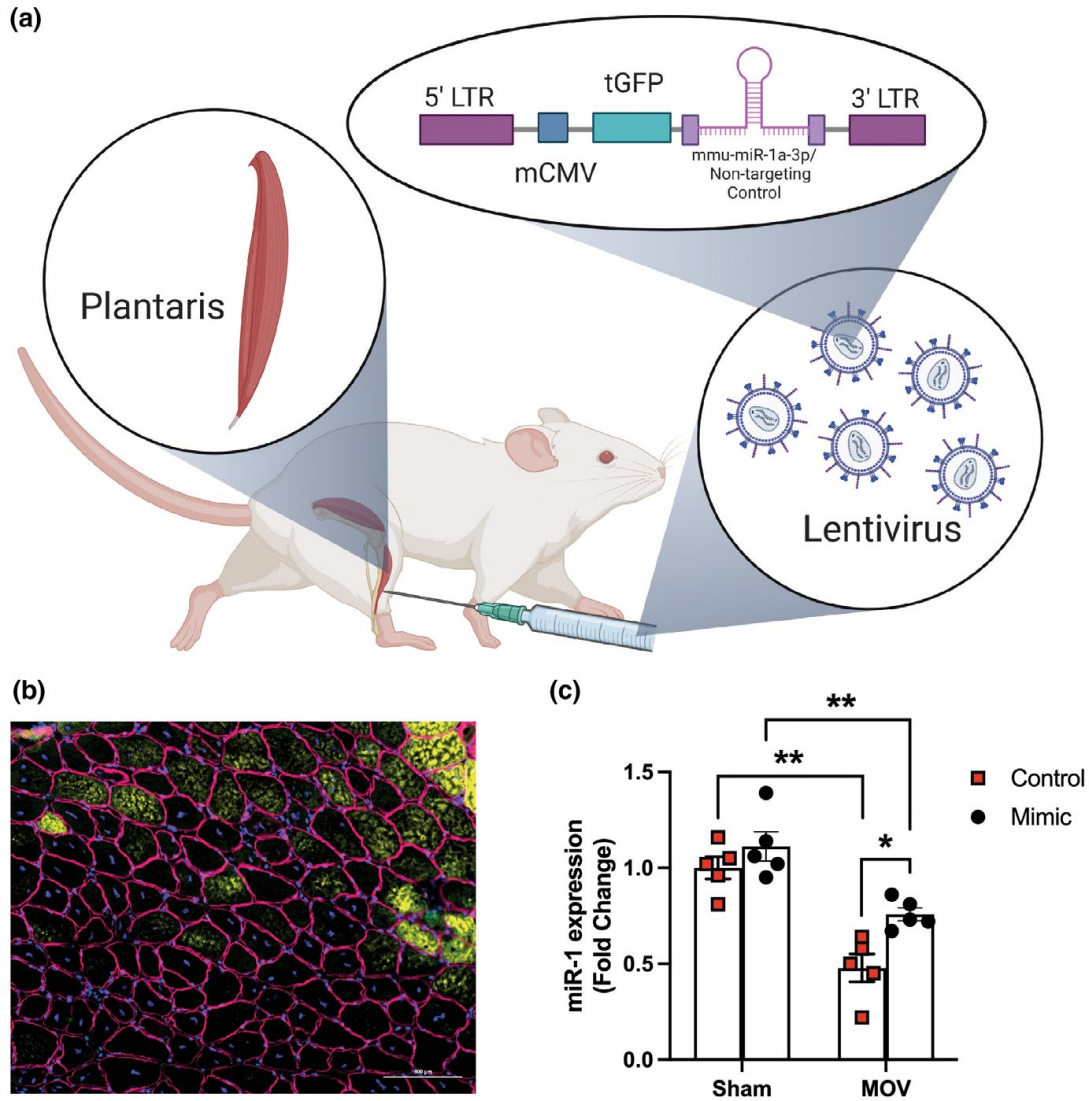
Efficiency of mir‐1 mimic lentivirus. (a) The mir‐1 mimic and control lentivirus design sequences are shown, along with the injection location. (b) IHC images illustrate the expression of GFP in muscle fibers, with increased expression observed in the mimic compared to the control. These results show that miR‐1 mimic lentivirus successfully mediated the expression of miR‐1 in plantaris muscle. (c) Total relative miR‐1 expression levels between the Sham‐ or mechanical overload (MOV)‐surgery after mimic or control virus treatments are presented, with a significant increase in miR‐1 mimic observed in the MOV. *p* value with statistical significance (*p* < 0.05) are displayed. Two‐Way Repeated Measures ANOVA followed by Tukey's multiple comparisons test. *p < 0.05 and **p < 0.01.

Despite not completely blocking miR‐1 reduction after MOV‐induced muscle hypertrophy, the smaller reduction (25% vs. 50% in the control) observed in the mimic‐injected plantaris was sufficient to blunt muscle hypertrophy, as assessed by normalized muscle weight (Figure 2b), and muscle cross‐sectional area (Figure 2a,c). Interestingly and contrary to our hypothesis, the total RNA concentration following 10 days of MOV‐induced muscle hypertrophy was not affected in the plantaris‐injected mimic (Figure 2d) despite a blunted growth response, indicating that ribosome biogenesis was not regulated by miR‐1 levels. Control‐injected plantaris showed a normal hypertrophic response to MOV, with an increase in normalized muscle weight, CSA, and total RNA concentration (Figure 2a–d). Finally, we observed an increase in centrally located nuclei in mice that underwent MOV compared to sham, irrespective of miR‐1 manipulation (0.51 MOV CTL vs. 0.57 MOV Mimic central nuclei/fiber). These findings suggest the possibility of subtle muscle damage and/or regeneration resulting from lentivirus injection during MOV‐induced hypertrophy.

**FIGURE 2:**
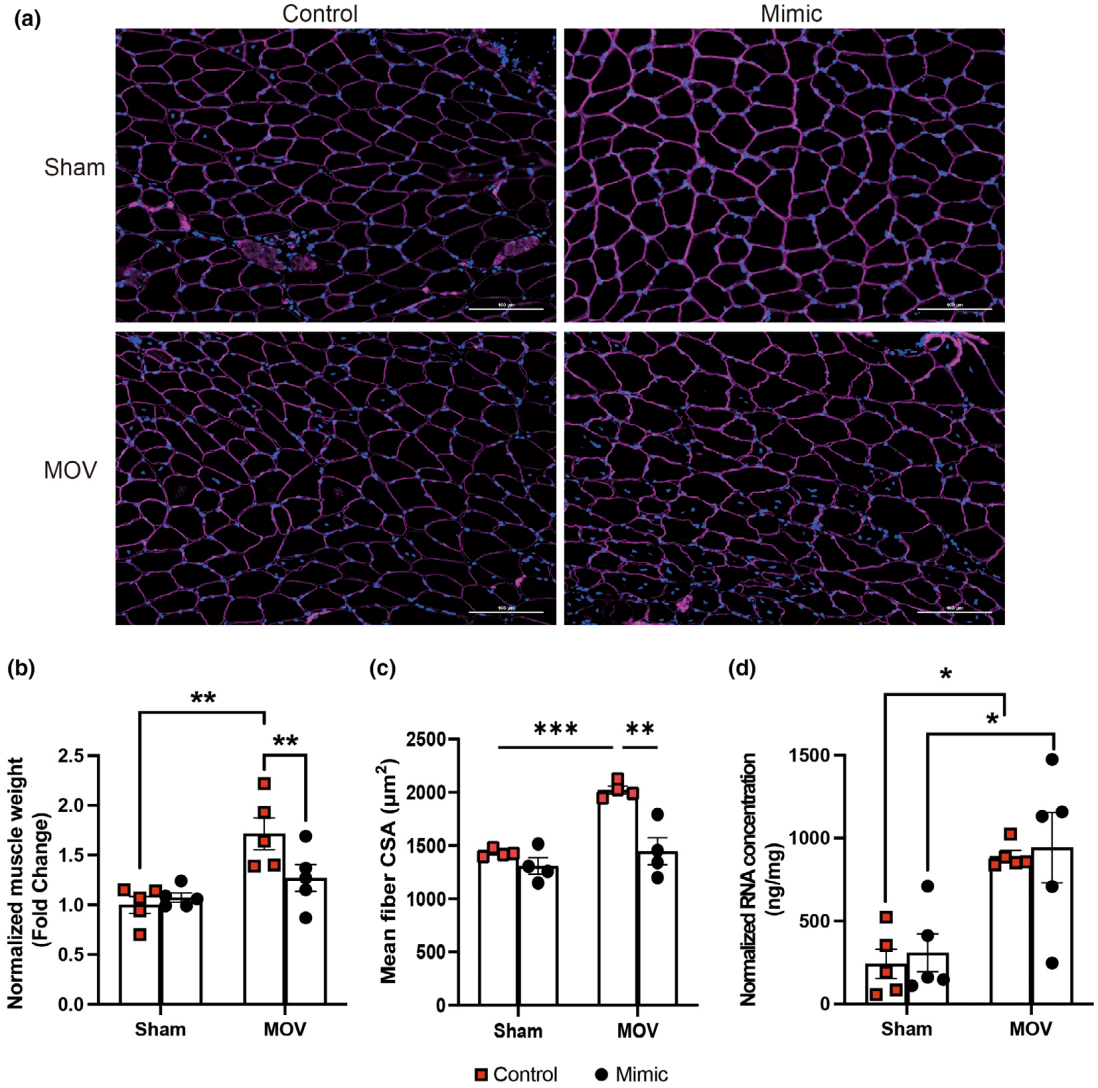
The effects of mir‐1 on muscle hypertrophy. (a) are representative IHC images displaying dystrophin (purple) and myonuclei (DAPI). (b) shows muscle weight normalized by body weight between sham and mechanical overload (MOV) in control‐ or mimic administrated plantaris. (c) compares the muscle fiber cross‐sectional area between groups. (d) displays the total RNA concentration relative to muscle weight. *p < 0.05, **p < 0.01, and ***p < 0.001 displayed statistical significance. Two‐Way Repeated Measures ANOVA followed by Tukey’s multiple comparisons test.

### 3.2 Potential mechanisms by which miR‐1 regulates MOV‐induced muscle hypertrophy

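RNA-seq libraries came from plantaris muscles of mice aged 5 months, collected 10 days after sham surgery or after MOV, in which part of the synergist muscles is removed so that the plantaris carries more load. The left plantaris of a mouse had received 50 µL of control lentivirus and the right plantaris the same volume of lentivirus expressing the miR-1 mimic. There were 5 libraries in each of 4 groups, named here sham control, sham mimic, MOV control and MOV mimic. The authors deposited raw counts, the number of reads on each Ensembl gene after trimming, alignment to GRCm38 with Hisat2 and counting with featureCounts. The deposited counts were not normalized and no filter on low counts had been applied to them. The control and the mimic libraries were deposited in separate tables, each with 54532 genes, of which 30194 had at least 1 count in the 20 libraries. Between 12036360 and 23056525 reads per library were counted on genes. The median was 16547678 in sham control, 18119447 in sham mimic, 17075558 in MOV control and 16141259 in MOV mimic. The 10 libraries of a comparison were tested with edgeR's quasi-likelihood test after TMM normalization and filterByExpr, two-sided and with Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 were called differentially expressed genes (DEGs). Values per library are given as CPM, the counts of a gene relative to the total of its library after TMM normalization. Differences between single values were tested with exact permutation tests over the 252 splits of 10 libraries, two-sided, for which the smallest possible p is 0.00794. The labels number the libraries of each group from 1 to 5 but do not state that equal numbers belong to the same mouse. Across 12303 genes, the expression of MOV mimic and MOV control libraries of equal number, each relative to its group mean, had a mean correlation of 0.267, against -0.0633 for libraries of unequal number. In the sham groups these mean correlations were 0.336 and -0.0688. Because values were taken relative to the group mean, a positive mean for equal numbers pushes that for unequal numbers below 0. The negative values are therefore no independent baseline. Libraries of equal number from different mice had a mean correlation of -0.119 between MOV control and sham control. Between MOV mimic and sham mimic it was -0.130. The correlations are across genes, which are not independent replicates.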

To understand how preventing greater miR‐1 reduction during MOV blunts muscle hypertrophy without affecting the increase in total RNA concentration, we performed RNA‐seq in the plantaris‐injected control and mimic between sham and MOV‐induced muscle hypertrophy. 

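In the sham groups, 14746 genes were tested for a difference between mimic and control. No gene reached an adjusted p under 0.05 (0 DEGs), the smallest adjusted p from edgeR was 1.00, and 254 genes had an unadjusted p under 0.05. With equal replicate numbers entered as a block there were also 0 DEGs, with 442 genes at an unadjusted p under 0.05. DESeq2 gave 0 DEGs without the block (283 genes at an unadjusted p under 0.05) and with it (330 genes). The alternative that moved the unadjusted count most was testing all genes with at least 1 count, which gave 913 genes and 0 DEGs. Among B2m, Itgb1bp2, Itm2a, Nxn, Ypel2, Acsl3 and Sh3d19, the log2 fold change (log2FC) of sham mimic against sham control lay between -0.30 for Itm2a (standard error 0.30, n = 5 libraries per group) and 0.26 for B2m (standard error 0.30). The smallest unadjusted p among these 7 genes was 0.305 for Nxn, from the edgeR test. The sign of the change was not stable for Ypel2, Acsl3 and Sh3d19. Leaving out 1 library at a time, their log2FC ran from -0.17 to 0.07, from -0.03 to 0.24 and from -0.11 to 0.22.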

As expected, based on our inability to increase miR‐1 levels in the sham group, we did not observe any significant differences in gene expression between the mimic and control groups. 

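In the overloaded muscles, edgeR tested 15220 genes for a difference between MOV mimic and MOV control, and 0 were DEGs. The smallest adjusted p was 0.999 and 641 genes had an unadjusted p under 0.05. DESeq2 on the same genes called 3 DEGs, all lower in MOV mimic, namely Snord91a, Entpd4 and Ypel2, which were named because they were called and so after their values were seen. Entering equal replicate numbers as a block left edgeR at 0 DEGs (1100 genes at an unadjusted p under 0.05, smallest adjusted p 0.107), whereas DESeq2 with the block called 127 DEGs, 84 higher and 43 lower in MOV mimic. Of these, 54 had a log2FC over 1 and 19 a log2FC under -1.

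DESeq2 was also fitted to all 20 libraries with a replicate block within each surgery and the 20632 genes with over 30 counts in total. It called 136 DEGs, of which 52 had a log2FC over 1 and 22 a log2FC under -1. This setting was chosen after the values were seen, from 45 settings of DESeq2 that were tried, because its counts and fold changes came closest to those of Table S1. The 19 settings without the block gave at most 47 DEGs, and the 26 settings with it gave from 22 to 2315. The 74 genes of Table S1 were all among its DEGs. Of the 136 DEGs, 108 moved in the same direction between libraries of equal number in all 5 mice and 28 in 4 of 5. The fit blocked on these same numbers, so its calls favor genes with a shared direction and the counts are no separate support. In the edgeR test without the block, 65 of the 74 genes of Table S1 passed the expression filter, 15 of 22 lower and 50 of 52 higher ones, all 65 had the sign of the paper's log2FC, and 52 had an unadjusted p under 0.05. The paper called these genes on the same libraries, so the shared signs do not test its calls.

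Gbp3 (ENSMUSG00000028268, chromosome 3 of GRCm38, 142560016 to 142573213) had 24.2 ± 21.3 CPM in MOV control and 62.0 ± 47.3 CPM in MOV mimic (SD, n = 5 each). Its log2FC was 1.37 (standard error 0.62, adjusted p = 0.999 from edgeR) and stayed between 0.95 and 2.02 with each library left out in turn. It was the 1 gene called by edgeR with the block on all 20 libraries (log2FC 1.32, adjusted p = 0.0124), a setting also added after the values were seen. Zbp1 (ENSMUSG00000027514, chromosome 2, 173206612 to 173218959) had 8.97 ± 7.93 CPM in MOV control and 30.9 ± 29.5 CPM in MOV mimic, a log2FC of 1.78 (standard error 0.83). For both genes the libraries of the groups overlapped and the difference between the means was smaller than the SD in MOV mimic, and the exact permutation p was 0.143 for Gbp3 and 0.175 for Zbp1. In each of the 5 pairs of libraries with equal numbers both genes were higher in MOV mimic. DESeq2 with the block on all 20 libraries gave Gbp3 a log2FC of 1.33 (adjusted p = 2.43e-09) and Zbp1 a log2FC of 1.78 (adjusted p = 3.30e-06). Snord91a (ENSMUSG00000077493, chromosome 11, 74905446 to 74905505), a small nucleolar RNA gene whose annotation overlaps Tsr1 and Srr, had between 15 and 30 counts in the MOV control libraries and 0 counts in all 5 MOV mimic libraries. Taking 3 counts as the smallest number that can be detected, it was at least 6.70-fold lower in MOV mimic. This limit covers counting error only.

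**Figure D1:**
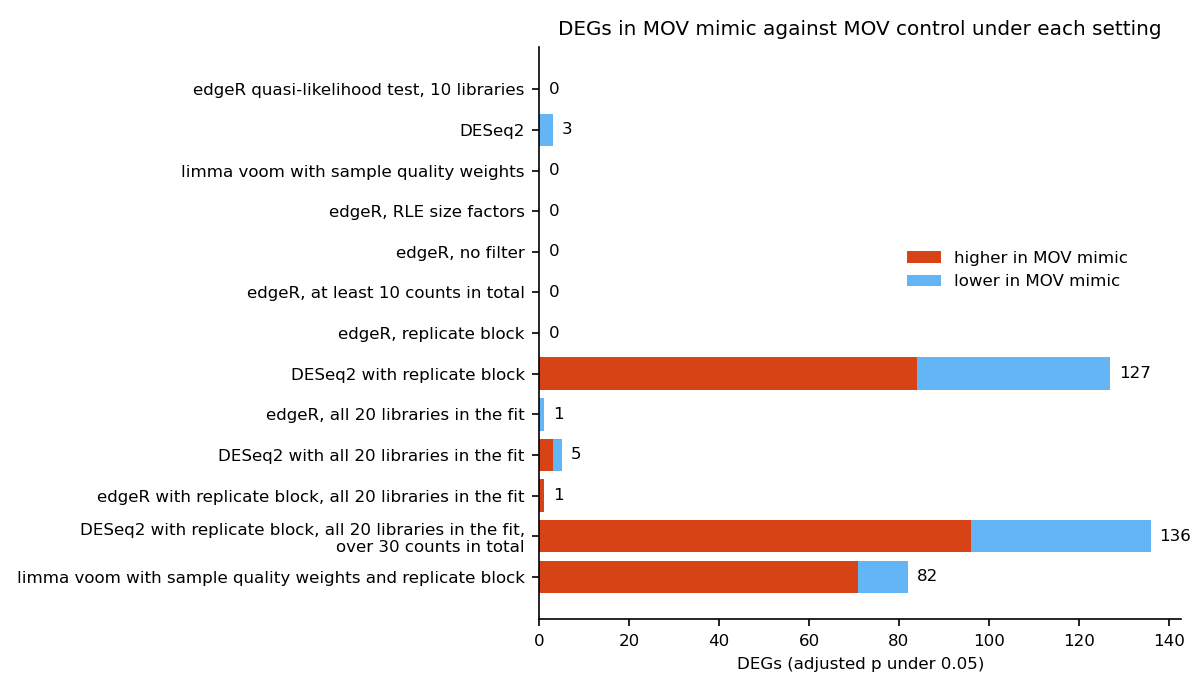
Number of DEGs between MOV mimic and MOV control (adjusted p under 0.05) under each setting, with genes higher and lower in MOV mimic in separate colors. The edgeR test without a block stands at 0, DESeq2 with the replicate block at 127, and the last 3 settings, which were added after the values were seen, at 1, 136 and 82.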

Ten days after MOV‐induced muscle hypertrophy, 137 differentially expressed genes (DEGs) were identified in the mimic compared to the control, of which 22 were downregulated and 52 were upregulated (Figure 3a and Table S1). Gene ontology (GO) enrichment analysis revealed that the most enriched biological pathways were related to membrane‐related processes (Figure 3b).

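GO annotation was not used here, so the membrane terms of Fig. 3b were not recomputed. Genes whose symbols begin with H2-, which encode the mouse MHC molecules, were counted instead, since MHC protein complex is among the terms shown there. None of the 21 H2- genes tested was a DEG by edgeR without a block. By DESeq2 with the replicate block on 10 libraries, 12 of 21 H2- genes were among the higher DEGs (Fisher's exact test, one-sided, p = 9.94e-23) and 0 among the lower. By the DESeq2 fit on all 20 libraries, 12 of the 27 H2- genes tested were among the higher DEGs (Fisher's exact test, one-sided, p = 8.29e-22). The genes that encode MHC molecules are expressed together, so this test overstates how many independent genes changed. H2-Ab1 (ENSMUSG00000073421, chromosome 17, 34263227 to 34269418) had 122 ± 38.7 CPM in MOV control and 271 ± 138 CPM in MOV mimic (SD, n = 5 each). The difference had a log2FC of 1.16 (standard error 0.36, adjusted p = 0.999 from edgeR's quasi-likelihood test). The exact permutation test gave p = 0.0635, and the 20-library DESeq2 fit gave a log2FC of 1.06 with an adjusted p of 2.25e-05. The mean log2 CPM of the H2- genes was 3.65 ± 0.49 in MOV control and 4.58 ± 0.94 in MOV mimic (exact permutation test, two-sided, p = 0.0952, and 0.310 after Benjamini-Hochberg adjustment over 9 gene sets). It was higher in MOV mimic in 5 of 5 pairs of libraries, for which the exact sign-flip test cannot give a p under 0.0625.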

**FIGURE 3:**
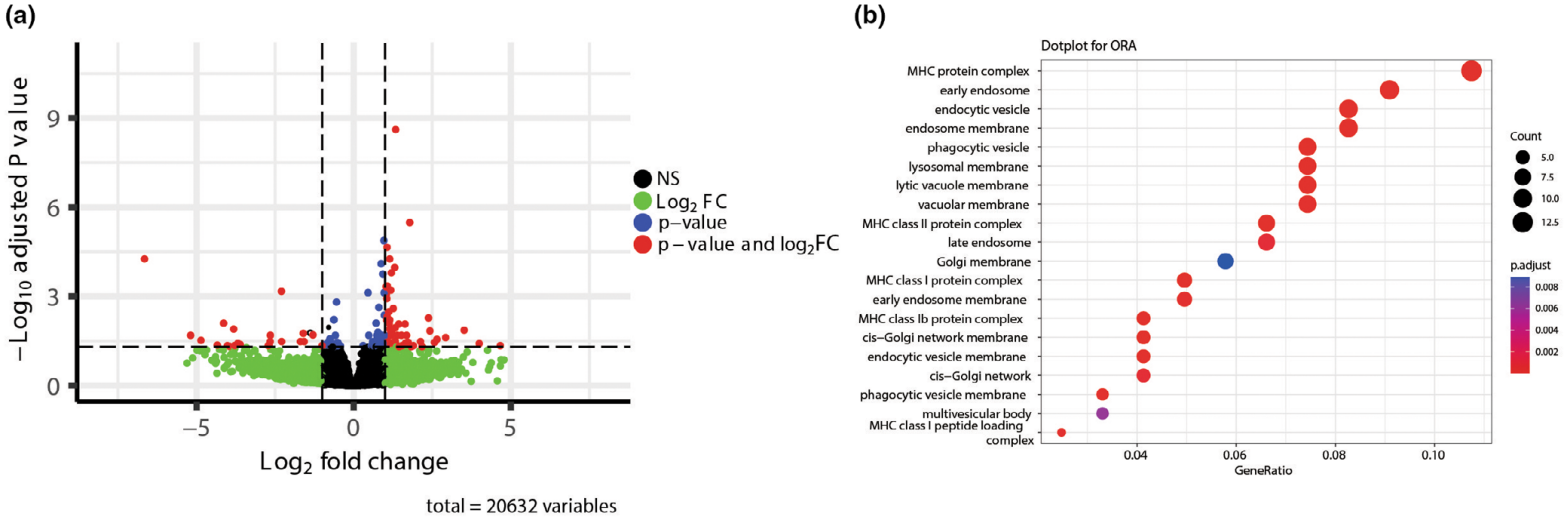
RNA‐seq analysis of differentially expressed genes. (a) shows a volcano plot of significantly different genes displaying the log2 fold change on the x‐axis and the negative log10 of the adjusted *p* value on the y‐axis. The left side dots represent downregulated genes in the control‐administrated plantaris, while the right‐side dots represent upregulated genes. The significantly differentially expressed genes after adjusted *p* value are labeled in red. (b) shows a dot plot displaying the significant difference GO pathways identified from the RNA‐seq analysis. The size of the dots reflects the number of genes in each GO term, and the color represents the adjusted *p* value.

Since we did not observe any differences in the sham group, we focused our analyses on the MOV‐induced muscle hypertrophy groups. 

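Whether the difference between mimic and control was itself different in MOV and in sham was tested as the interaction of surgery and virus on all 20 libraries. With edgeR, 16166 genes were tested and 0 had an adjusted p under 0.05. At an unadjusted p under 0.05 there were 426 genes. DESeq2 called 1 gene, Snord91a. DESeq2 with equal replicate numbers as a block called 5 genes, namely Arhgdib (log2FC of the interaction 1.21), H2-Ab1 (1.17), Gbp3 (1.12), Selenow (0.60) and Snord91a, whose fold against the MOV mimic libraries is a lower bound. These genes were named after their values were seen, apart from H2-Ab1, Gbp3 and Snord91a. The same block in edgeR gave 0 genes, with 765 at an unadjusted p under 0.05.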

To identify potential targets of miR‐1 that could explain the blunted hypertrophic effect observed in our study, we performed exploratory (*n* = 1) eCLIP‐seq analysis of mice that had undergone 10 days of MOV‐induced muscle hypertrophy (Figure 4a). First, we analyzed potential differences in the target sites between the control and mimic‐injected plantaris. We did not observe differences in the target sites between treatments; most of these miRNA target sites were located in the mRNA coding sequence (CDS), followed by the 3′UTR (Figure 4b). As shown in Figure 4c, miR‐1 abundance was 30% higher in the mimic‐injected plantaris than in the control‐injected plantaris, which is consistent with our qPCR results (Figure 2b). In addition, most of the target genes identified in our exploratory eCLIP‐seq analysis in the CDS and 3′UTR were associated with skeletal muscle organization (Figure 4d) shows the association between target genes identified from eCLIP‐seq and different biological process.

**FIGURE 4:**
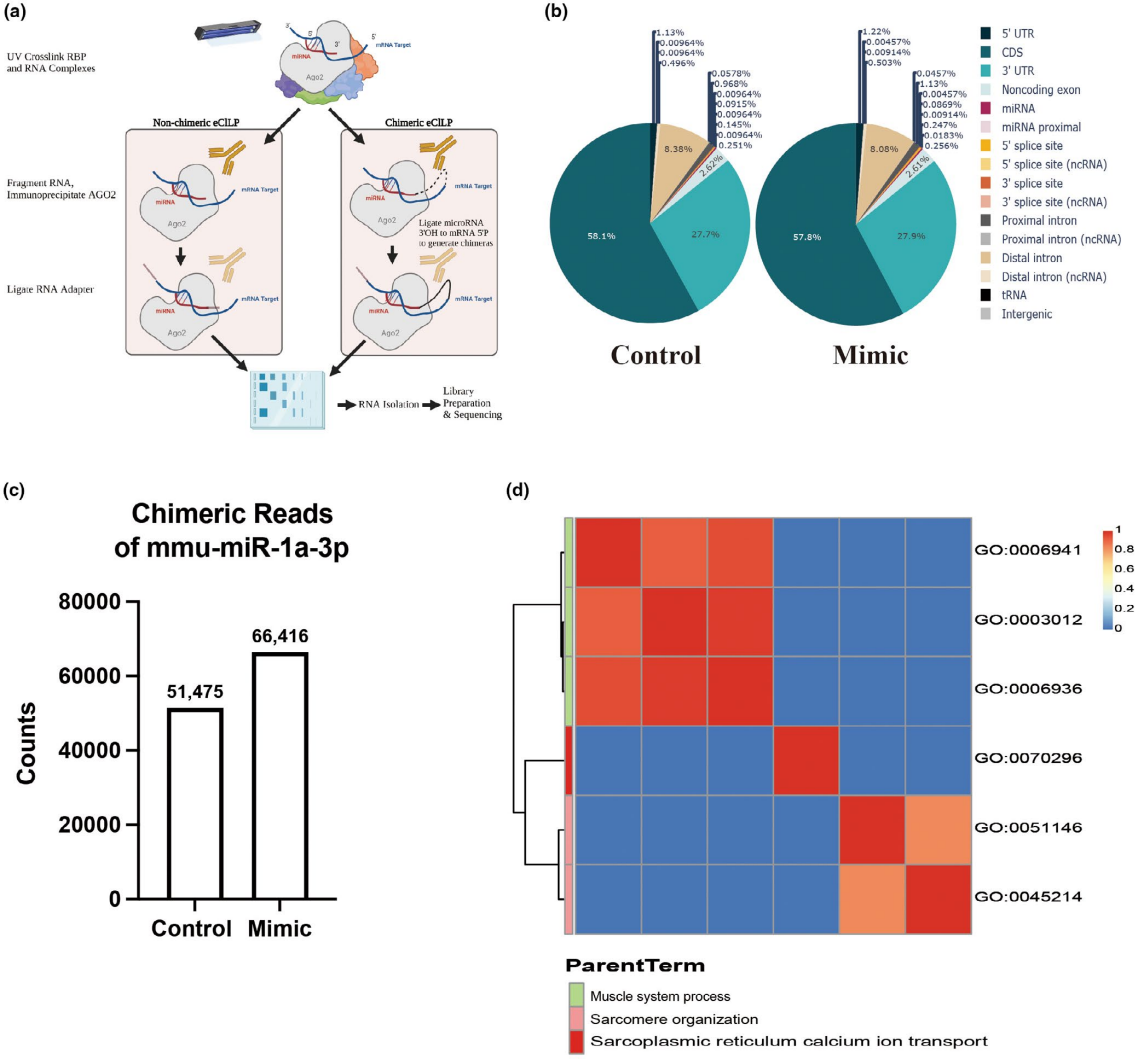
eCLIP‐seq analysis of microRNA targets. (a) depict a standard eCLIP workflow. (b) pie chart displaying the position of microRNA targets on mRNA between groups. The different colors represent different positions of the target site. (c) shows a bar graph displaying the chimeric reads of miR‐1 between groups. (d) presents a heatmap illustrating the correlation between target genes uncovered through eCLIP‐seq and various biological processes.

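The mRNAs that carry sites for miR-1 were followed as groups. A seed-site score was taken per library as the mean log2 CPM of 1460 genes with an 8mer or 7mer-m8 site for miR-1 in the longest annotated 3′ UTR, less the mean of genes of matched expression among 9210 without a 6mer site. The score was -0.00426 ± 0.0754 in MOV control and 0.0176 ± 0.0269 in MOV mimic (SD, n = 5 libraries each), a difference of 0.02 (exact permutation test, two-sided, p = 0.595). In sham muscles the difference between mimic and control was 0.04 (p = 0.183 from the same exact permutation test). The score was higher in sham mimic in 5 of 5 mice, taking equal numbers as the same mouse (exact sign-flip test, two-sided, p = 0.0625, the smallest possible). As controls, the 209 other orders of the letters of the miR-1 site ACATTCC were scored in the same way. They are not seed sites of named miRNAs, and CATTCCA among them is itself a miR-1 site (7mer-A1). In sham, 125 of the 209 gave a difference as low or lower. All 209 differences lay between 0.0129 and 0.0586, so the rise was not particular to sites for miR-1. To see what the score can show, counts of the 1460 genes in the MOV mimic libraries were thinned at random, once for each amount and starting from the observed difference. Thinning by 0.1 on the log2 scale moved the difference to -0.08 (exact permutation p = 0.0873) and thinning by 0.2 moved it to -0.17 (exact permutation p = 0.00794, the smallest possible). A second score used the genes with miR-1 chimeric reads in the coding sequence or 3′ UTR. The text copy of Appendix S1 used here was shortened and held 195 of the genes with miR-1 chimeric reads. Over all miRNAs, the lowest of the paper's chimeric read values within this copy was 12.909 in control and 13.989 in mimic. Targets with fewer reads are therefore missing from the copy. Of the 195 genes 167 could be scored. Their score was 0.0789 ± 0.0422 in MOV control and -0.00247 ± 0.0865 in MOV mimic, a difference of -0.08 (exact permutation test, two-sided, p = 0.0873). It was 0.03 between sham mimic and sham control (exact permutation p = 0.627). Between MOV control and sham control the score differed by 0.13 (exact permutation p = 0.0397).

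**Figure D2:**
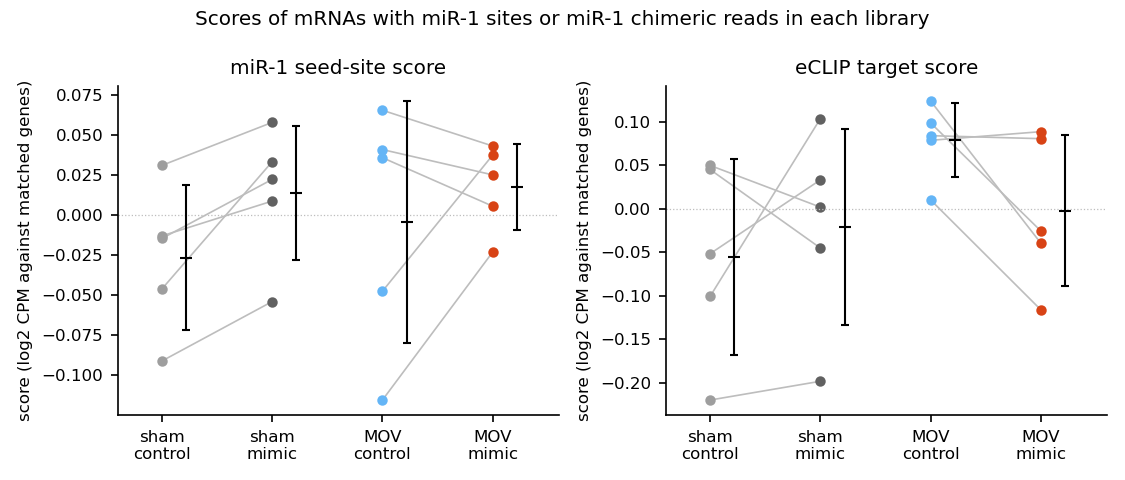
Seed-site score and eCLIP target score of each library (log2 CPM relative to matched genes) by group, with bars for the mean and SD of 5 libraries and lines joining libraries of equal number. The eCLIP target score of MOV mimic was -0.08 from that of MOV control, with overlapping libraries.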

Next, to identify potential targets regulated by miR‐1, we integrated the DEGs identified in RNA‐seq analysis with the identified miR‐1 target genes (985 genes) in the eCLIP‐seq dataset (Appendix S1). This comparison resulted in only seven genes that were differentially expressed and targeted by miR‐1 (Figure 5a). 

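The DEGs of the paper's comparison were counted against both lists, with the 136 DEGs of DESeq2 with the replicate block on all 20 libraries, since edgeR called none. Of the 40 lower DEGs, 1 had miR-1 chimeric reads in the shortened copy of Appendix S1, against 191 of the 20632 genes tested (Fisher's exact test, two-sided, p = 0.311). That gene was Itm2a, for which the paper's chimeric read values in the coding sequence are 15.703 in control and 18.297 in mimic. Of the 96 higher DEGs 0 were in the copy. An 8mer or 7mer-m8 site lay in the 3′ UTR of 2 of 31 lower DEGs with a 3′ UTR sequence, H1f3 and Ypel2, and of 7 of 88 higher DEGs, against 1567 of 14994 genes (Fisher's exact test, two-sided, p = 0.766 and 0.599). The other genes named in Fig. 5a are also DEGs of this fit but are not in the shortened copy. The overlap of the DEGs with the copy therefore cannot decide whether miR-1 targets are enriched among them. Sites for miR-1 were also looked up in the reference sequences of the 7 genes, which are of the older assembly NCBIM37, with positions counted from 1 at the start of the coding sequence or of the 3′ UTR. Nxn has an 8mer site in its coding sequence at 393 to 398, within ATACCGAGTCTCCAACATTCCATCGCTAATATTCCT. Ypel2 has a 7mer-m8 site in its 3′ UTR at 1920 to 1925, within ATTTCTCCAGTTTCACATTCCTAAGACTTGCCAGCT. Itgb1bp2 and Itm2a each have a 6mer site in the coding sequence, at 590 to 595 and at 300 to 305. Acsl3 has a 6mer site in its 3′ UTR at 85 to 90. Sh3d19 has a 6mer site in its 3′ UTR at 779 to 784 and a 7mer-A1 site in its coding sequence at 993 to 998. B2m has no 6mer site in its coding sequence or its 3′ UTR. From genes that were both differentially expressed and bound in the eCLIP-seq data, the paper proposes these 7 genes as potential targets of miR-1.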

Of the seven identified genes, only ß2 microglobulin (*B2m*) was upregulated whereas the other six genes were downregulated in the mimic group. 

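B2m (ENSMUSG00000060802) lies on chromosome 2 of GRCm38 from 122147687 to 122153082, where its annotation overlaps Patl2. It had 383 ± 46.1 CPM in MOV control and 733 ± 271 CPM in MOV mimic (SD, n = 5 each), a log2FC of 0.94 (standard error 0.24, adjusted p = 0.999 from edgeR's quasi-likelihood test, unadjusted p = 0.00140). All 5 MOV mimic libraries lay above all 5 MOV control libraries (exact permutation test, two-sided, p = 0.00794). Leaving out each library in turn, the log2FC was between 0.73 and 1.07. With equal replicate numbers as a block, edgeR gave a log2FC of 0.87 and an adjusted p of 0.271. DESeq2 with the block on all 20 libraries gave an adjusted p of 8.04e-05 for B2m.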

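The other six genes were lower in MOV mimic than in MOV control. Ypel2 (ENSMUSG00000018427, chromosome 11, 86936425 to 86993805) fell from 40.5 ± 1.83 to 27.0 ± 3.07 CPM (SD, n = 5 each), a log2FC of -0.58 (standard error 0.12, unadjusted p = 0.000357 and adjusted p = 0.999 from edgeR). Its libraries did not overlap between the groups (exact permutation p = 0.00794). Nxn (ENSMUSG00000020844, chromosome 11, 76257226 to 76399141) fell from 105 ± 23.3 to 72.8 ± 12.7 CPM, with a log2FC of -0.52 (standard error 0.17). One group also lay wholly above the other for Nxn (exact permutation p = 0.00794). Acsl3 (ENSMUSG00000032883, chromosome 1, 78657825 to 78707743) had a log2FC of -0.64 (standard error 0.19) and Sh3d19 (ENSMUSG00000028082, chromosome 3, 85970805 to 86130526) a log2FC of -0.66 (standard error 0.18), each with an exact permutation p of 0.0238. Annotated genes overlap Ypel2 (Gm51915), Acsl3 (Utp14b and Gm51635) and Sh3d19 (Prss48 and Gm25188). Itgb1bp2 (ENSMUSG00000031312, chromosome X, 101449088 to 101466122) had a log2FC of -0.72 (standard error 0.29, exact permutation p = 0.0714) and was lower in 4 of 5 libraries compared by number. Itm2a (ENSMUSG00000031239, chromosome X, 107397195 to 107403360) had a log2FC of -0.59 (standard error 0.25, exact permutation p = 0.0556) and was lower in 5 of 5. For these last genes the groups overlapped, and 1 Itm2a library of MOV mimic, with 420 CPM, lay far above the others of its group. The MOV control library of the same number was the highest of its own group, with 447 CPM. All 6 kept their sign with each library left out in turn, the smallest change being -0.39 for Nxn and the largest -1.00 for Itgb1bp2. Adjusted over the 7 genes alone, the edgeR p lay between 0.00250 for Ypel2 and 0.0363 for Itm2a, but the 7 genes are the paper's calls on these same libraries and this adjustment shows no stability. With a replicate block edgeR gave adjusted p between 0.296 for Ypel2 and 0.533 for Itgb1bp2. DESeq2 with the block on all 20 libraries gave adjusted p between 0.00616 for Itm2a and Acsl3 and 0.0423 for Sh3d19. When 1 mouse at a time was left out of that fit, Itgb1bp2 and Nxn were DEGs in 1 of 5 fits, Ypel2 and Sh3d19 in 2, and Itm2a and Acsl3 in 3.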

Specifically, we identified *Itgb1bp2*, *Itm2a*, Nucleoredoxin (*Nxn*), Yippee Like 2 (*Ypel2*), Acyl‐CoA Synthetase Long Chain Family Member 3 (*Acsl3*), and SH3 Domain Containing 19 (*Sh3d19*) (Figure 5b). Finally, in order to validate our integration analysis, we performed qPCR for *Itgb1bp2*, *Itm2a*, and membrane‐related proteins. As observed in Figure 5c, our results suggest that *Itm2a* expression is affected by miR‐1 regulation, confirming its potential involvement with skeletal muscle hypertrophy. Although, *Itgb1bp2* expression followed the same trend, we did not observe statistical differences.

**FIGURE 5:**
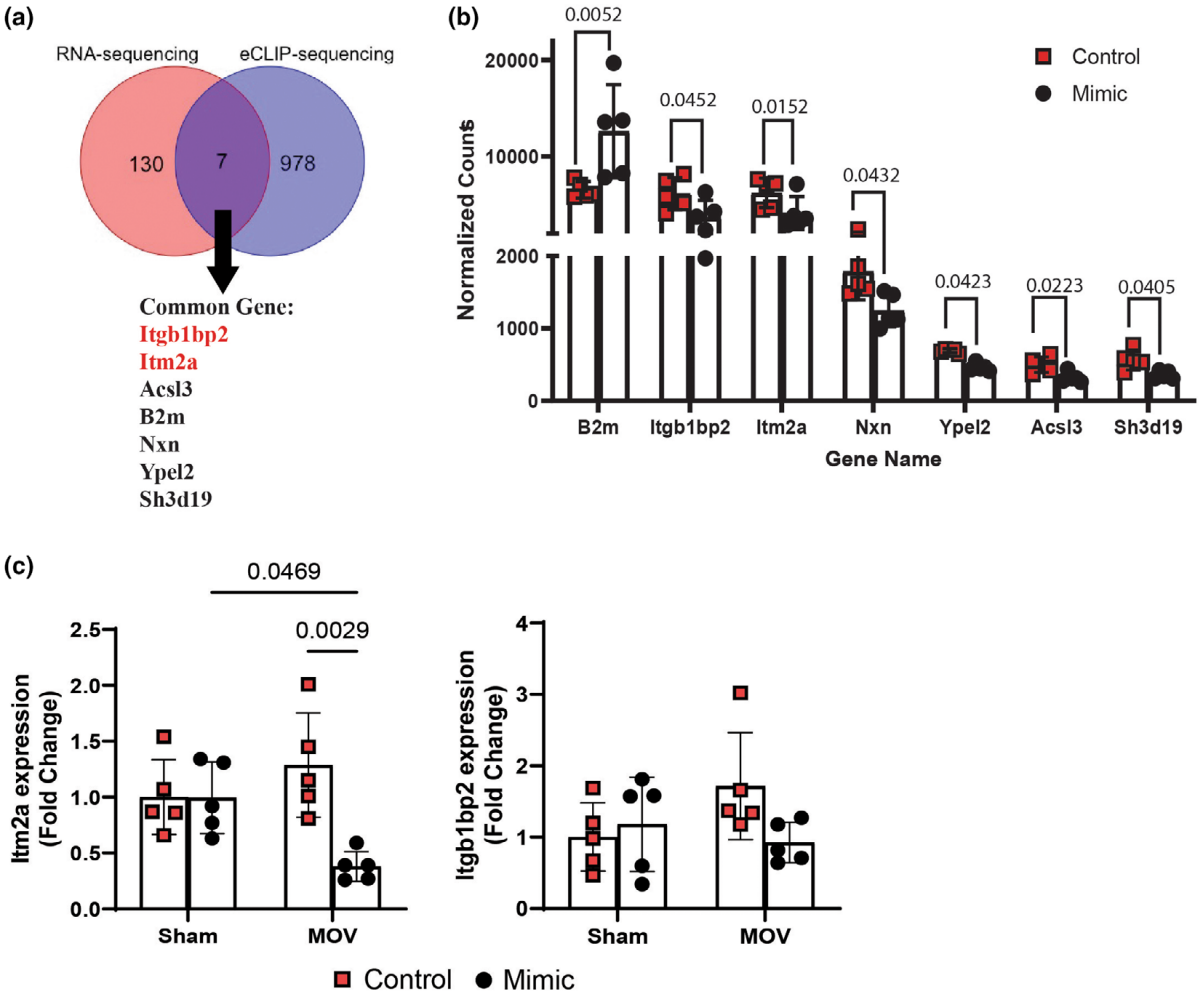
Integration of RNA‐seq and eCLIP‐seq results. (a) shows a Venn diagram of the significantly different genes identified from RNA‐seq and the miR‐1 targeted genes from eCLIP‐seq. The names of the seven common genes are shown under the overlapping region. (b) bar plot showing the normalized counts of these seven genes on MOV between control and mimic from RNA‐seq results. (c) qPCR validation of *Itm2a* and *Itgb1bp2 expression*. P value with statistical significance (*p* < 0.05) are displayed. Two‐Way Repeated Measures ANOVA followed by Tukey's multiple comparisons test.

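Counts normalized by DESeq2's size factors over the 20 libraries, as means of 5 MOV control and 5 MOV mimic libraries, were 6531 and 12619 for B2m, 6135 and 3728 for Itgb1bp2, and 6226 and 4148 for Itm2a. They were 1788 and 1250 for Nxn, 691 and 464 for Ypel2, 500.1 and 322 for Acsl3, and 566 and 359 for Sh3d19. Raw counts of the 7 genes in these libraries were between 244 for Acsl3 and 16955 for B2m, so none was near the floor of 3 counts.

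**Figure D3:**
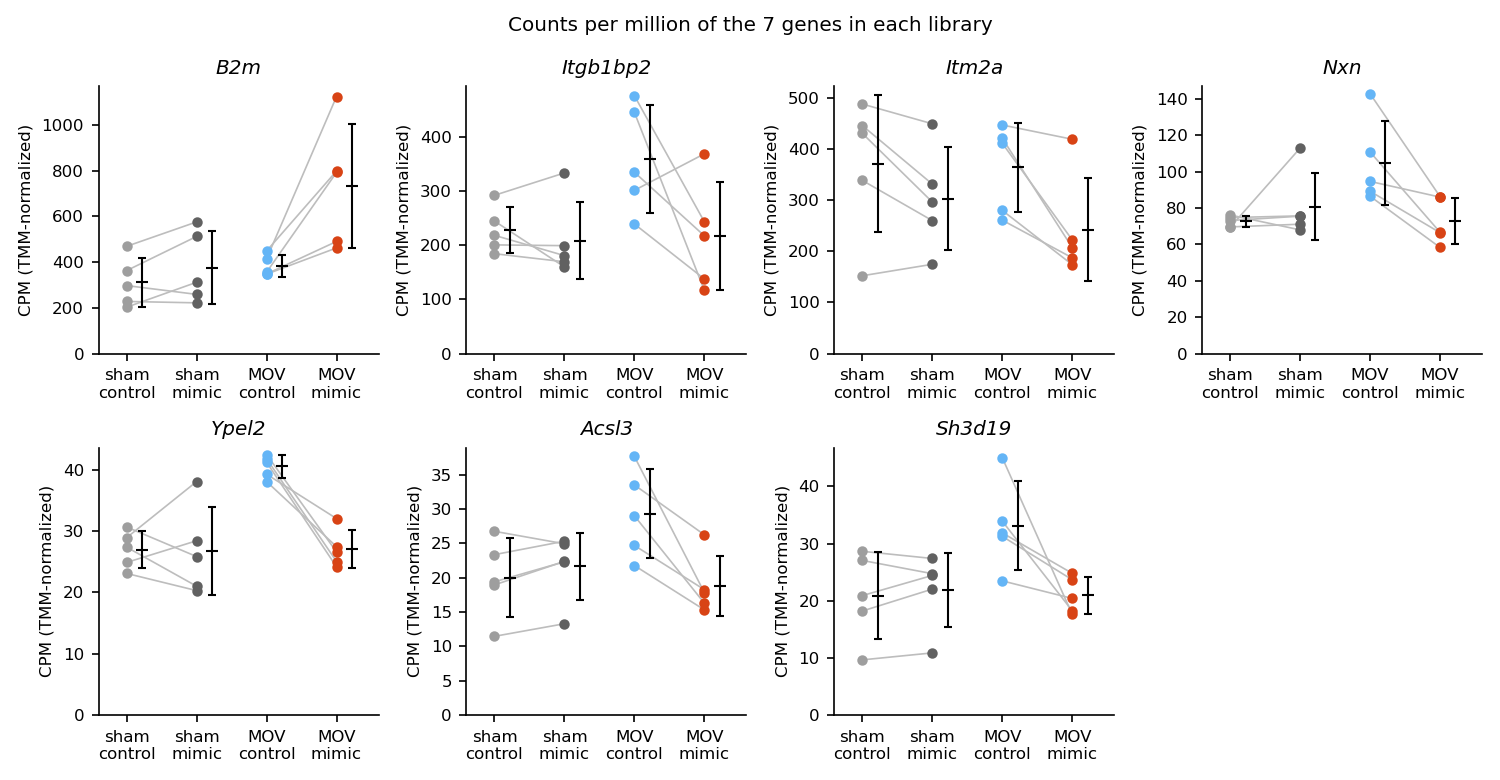
CPM (TMM-normalized) of the 7 genes in each library of the 4 groups, with bars for the mean and SD of 5 libraries and lines joining libraries of equal number. B2m is higher in MOV mimic than in MOV control in 5 of 5 lines, and Itgb1bp2 lower in 4 of 5.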

## 4 DISCUSSION

Skeletal muscle hypertrophy is a complex process that involves coordination of a cascade of signaling pathways, epigenetic modifications, satellite cells, miRNA regulation, and an increase in muscle fiber size. With regard to miRNAs, miR‐1 has attracted particular interest because its dynamic regulation during skeletal muscle hypertrophy suggests an important role in this process (Chaillou et al., 2013; Drummond et al., 2008; D'Souza et al., 2019; McCarthy & Esser, 2007; Vechetti et al., 2019, 2021). Here, by preventing the robust reduction in miR‐1 levels during MOV‐induced muscle hypertrophy, we confirmed miR‐1 involvement in muscle hypertrophy and identified membrane‐associated proteins as potential new targets for the regulation of skeletal muscle mass.

miRNAs have been shown to fine‐tune gene expression either by accelerating the degradation of mRNA and/or by inhibiting translation in a diverse range of biological processes, including development, differentiation, homeostasis, and diseases (Bartel, 2009; Sayed & Abdellatif, 2011). The identification of myomiRs (McCarthy, 2008; Sempere et al., 2004) has expanded our knowledge of the molecular network within skeletal muscles. The pioneering study by McCarthy and Esser demonstrated a reduction in myomiRs, miR‐1, and ‐133a, during MOV‐induced muscle hypertrophy, paving the way for other studies demonstrating the potential role of miRNAs in the regulation of skeletal muscle mass (Chaillou et al., 2013; Clop et al., 2006; Davidsen et al., 2011; Drummond et al., 2008; D'Souza et al., 2019; Fry et al., 2017; Hitachi et al., 2014; Ismaeel et al., 2024; Lim et al., 2023; Motohashi et al., 2013; Murach, Mobley, et al., 2020; Murach, Vechetti Jr, et al., 2020; Vechetti et al., 2019, 2021).

Although there is an abundance of evidence suggesting the importance of miRNAs in the regulation of muscle mass, several studies have utilized only correlations (i.e., decreasing miRNA expression and increasing muscle mass/potential target) to validate or refute this hypothesis. In our study, we reasoned that preventing/decreasing the degree of miR‐1 downregulation during MOV‐induced muscle hypertrophy would allow us to rigorously test the idea of miR‐1 acting as a “molecular brake” to muscle growth. Here, we show that miR‐1 downregulation is necessary for skeletal muscle growth after 10 days of MOV‐induced muscle hypertrophy. Interestingly, the blunted hypertrophy observed in the plantaris‐injected mimic group was not associated with a decrease in total RNA concentration, which is a readout of ribosome biogenesis. Indeed, several studies have shown that ribosome biogenesis is necessary for skeletal muscle hypertrophy (Figueiredo & McCarthy, 2019; Kim et al., 2019; Kirby et al., 2016; von Walden et al., 2012; Wen et al., 2016), and some studies have demonstrated that miRNAs, including miR‐1 (Sun et al., 2023), regulate the steps of ribosome biogenesis (Bryant et al., 2024; McCool et al., 2020).

To gain insight into the mechanisms by which reduction of miR‐1 downregulation regulates muscle hypertrophy, we first performed RNA sequencing and observed a small change (137 DEGs) between the plantaris‐injected control and mimic after 10 days of MOV‐induced muscle hypertrophy. The most significantly enriched pathways related to the DEGs were associated with membrane‐related processes. Although unexpected, these findings are in line with previous studies that have reported the involvement of membrane‐associated proteins in muscle hypertrophy (Flück et al., 1999; Hornberger et al., 2006; O'Neil et al., 2009; You et al., 2012, 2014). For example, Chaillou et al. (2013) demonstrated that the integrin‐linked kinase pathway is upregulated during MOV‐induced muscle hypertrophy. Despite the changes observed in mice submitted to MOV, we did not identify any DEGs between the sham groups, which reflects our inability to stimulate an increase in miR‐1 expression in these groups.

Finally, to identify miR‐1‐targeted genes, we integrated our RNA‐seq and eCLIP‐seq datasets and identified seven genes (*B2m*, *Itgb1bp2*, *Itm2a*, *Nxn*, *Yepl*, *Acsl3*, and *Sh3d19*) that were both differentially expressed and miR‐1 targets. Since the expression of *B2m*, a component of MHC class I molecules, was elevated after MOV‐induced muscle hypertrophy, we focused our attention on the other six genes. 

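In the control-injected muscles, B2m had 312 ± 108 CPM after sham surgery (SD, n = 5), below the mean after MOV by less than this spread. The log2FC of MOV control against sham control was 0.34 (standard error 0.21, adjusted p = 0.426 from edgeR's quasi-likelihood test), and the exact permutation test gave p = 0.183. The libraries of the groups overlapped. In the same comparison, the log2FC was 0.69 for Itgb1bp2 (adjusted p = 0.0935), 0.56 for Nxn (0.0724), 0.63 for Ypel2 (0.0551), 0.59 for Acsl3 (0.160) and 0.71 for Sh3d19 (0.167), all from the edgeR test. The exact permutation p was 0.00794 for Nxn and Ypel2, 0.0238 for Itgb1bp2 and 0.0397 for Acsl3 and Sh3d19. DESeq2 on the same libraries gave adjusted p of 0.0240 for Itgb1bp2, 0.0149 for Nxn, 5.73e-05 for Ypel2, 0.114 for Acsl3 and 0.105 for Sh3d19. Voom with sample quality weights in limma gave adjusted p of 0.0877 for Itgb1bp2, 0.0302 for Nxn, 0.0163 for Ypel2, 0.152 for Acsl3 and 0.0488 for Sh3d19. Itm2a had a log2FC of 0.02 (standard error 0.27, adjusted p = 0.973), and its sign changed without the filter on low counts.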

Nxn is a member of the thioredoxin family of proteins that is involved in various biological processes by regulating oxidative stress (Funato & Miki, 2007). Although its role in skeletal muscle hypertrophy has not been explored, it has been reported to regulate the Wnt/beta‐catenin pathway (Funato et al., 2010), which can induce skeletal muscle hypertrophy (Armstrong & Esser, 2005). We were unable to identify studies relating *Ypel2* to skeletal muscle hypertrophy, but a member of this family, *Ypel4*, has been shown to be essential for red blood cell membrane integrity (Mattebo et al., 2021), suggesting that perhaps *Ypel2* could also regulate cell membrane. The genes *Acsl3* and *Sh3d19* have also not been linked to muscle hypertrophy, but they are involved in fatty acid flux and glucose uptake in myotubes (Jung & Bu, 2020) and the regulation of metalloproteases and cytoskeletal organization (Tanaka et al., 2004), respectively.

Finally, both *Itm2a* and *Itgb1bp2* are membrane‐associated proteins, supporting our RNA‐seq results that membrane‐related pathways play a crucial role in muscle hypertrophy, which seems to be regulated by miR‐1 downregulation. *Itm2a* encodes a type II membrane protein that belongs to integral membrane proteins and has been shown to be a positive regulator of autophagy through an mTOR‐dependent manner (Zhou et al., 2019). To the best of our knowledge, there are only a handful of studies investigating the role of *Itm2a* in skeletal muscle. These studies demonstrated *Itm2a* to have an important role on muscle fiber formation and differentiation, and perhaps regeneration through its interaction with Pax3/Pax7 (Lagha et al., 2013; Van den Plas & Merregaert, 2004). On the contrary, *Itgb1bp2* (also known as Melusin) is expressed specifically in skeletal and heart muscles. While its role in muscle hypertrophy has not been investigated, melusin functions by binding to the cytoplasmic domain of β1 integrin, which acts as a membrane receptor that anchors sarcomeres to the plasma membrane (Brancaccio et al., 1999). Interestingly, MOV‐induced muscle hypertrophy has been shown to induce an increase in the integrin‐linked kinase (ILK) pathway, suggesting that transmembrane integrins may signal an upregulation in other genes that coordinate the anabolic response (Chaillou et al., 2013). In addition, mice overexpressing the α(7)BX2‐integrin in skeletal muscle sensitizes skeletal muscle to mechanical strain and subsequent growth, which seems to be uncoupled from mTORC1 activation (Boppart et al., 2006; Boppart & Mahmassani, 2019; Zou et al., 2011).

While our results do not elucidate the mechanism by which miR‐1 regulates MOV‐induced muscle hypertrophy, they provide additional evidence indicating that membrane‐related proteins play a significant role in the regulation of skeletal muscle mass. Our study has several limitations. Firstly, our eCLIP‐seq analysis was restricted to a single sample per group, potentially affecting the overall reliability of our results. Additionally, our findings are based solely on gene expression and male mice, and the absence of protein‐level validation and female mice constrains our discussion to a more speculative interpretation. Another notable limitation of our study is the observation of a significant increase in centrally located nuclei only in mice that underwent MOV‐induced muscle hypertrophy, irrespective of miR‐1 manipulation (i.e., scramble vs. mimic). While these results suggest that the accumulation of centrally located nuclei is likely an adverse effect of lentivirus administration during the MOV procedure, we cannot definitively exclude the possibility of subtle muscle damage or regeneration influencing our results. Unfortunately, due to tissue limitations and resource constraints, we were unable to perform follow‐up and validation studies. Future investigations should incorporate detailed histological analysis and validation of the membrane‐related genes to more comprehensively examine the effects of miR‐1 overexpression on muscle integrity and regeneration. Lastly, we observed that the use of the miR‐1 mimic virus significantly upregulated the expression of miR‐1 in the MOV‐induced muscle hypertrophy but not in the sham groups. This may be attributed to the fact that skeletal muscle cells already contain high levels of miR‐1, and the delivery of additional copies triggered the turnover of excess miR‐1. However, further experimentation is necessary to confirm this hypothesis. Furthermore, the use of CMV as a promoter can impact non‐muscle cells, which might have influenced he final results. Despite these limitations, by integrating CLIP‐seq with RNA‐seq data, we were able to gain valuable insights into the role of miR‐1 in muscle hypertrophy.

In conclusion, this study demonstrates that miR‐1 downregulation is necessary for muscle hypertrophy and suggests the potential significance of membrane‐associated gene such as Itm2a in this process. These findings provide a foundation for future research to corroborate or refute our results through validation of the targets identified in this study and investigation of the functional role of these targets in muscle hypertrophy.

## AUTHOR CONTRIBUTIONS

S.F. and B.D.R. performed multiple experiments throughout. J.S.G., C.B.M., M.D.R., and F.v.W. conducted immunohistochemistry experiments and/or contributed substantial resources to complete the study. S.F. and I.J.V. were primarily responsible for drafting the manuscript, and all co‐authors provided feedback and intellectual input. All authors have reviewed and approved the final version of this manuscript.

## ETHICS STATEMENT

This study was approved by University of Nebraska Institutional Animal Care and Use Committee (approval #2162).

## Supporting information

Table S1.

Appendix S1.

## Data Availability

The datasets presented in this study can be found in online repositories through the GSE numbers provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

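RNA-seq was carried out on plantaris muscles 10 days after sham surgery or MOV, with 5 libraries from each of the groups sham control, sham mimic, MOV control and MOV mimic. The authors deposited raw counts of reads per Ensembl gene for all 20 libraries, in one table for control and another for mimic. The paper's methods give trimming with Cutadapt and Trim Galore, alignment to GRCm38 with Hisat2 and counting with featureCounts. The annotation release, the strand setting and the handling of reads with several alignments are not named in the paper's text. The values were whole numbers, the tables listed genes without counts, and all libraries had different counts (chi-square per gene between 13.9 and 168 over 40 pairs of libraries of the same group, so no library was a copy of another of its group). Equal replicate numbers of mimic and control libraries within a surgery were treated as the same mouse where a replicate block, a sign-flip test, a count of mice, a difference within mice or a correlation over mice is named, as in the 127 DEGs that DESeq2 with the block gave for MOV mimic against MOV control. Sham and MOV surgeries were done on different mice, so that in comparisons of MOV with sham equal numbers join different mice and the block there is no matching within a mouse.

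Total counts were between 12036360 and 23056525 per library, with a median of 16940547.5. In MOV control they ran from 15301046 to 20228688, in MOV mimic from 12036360 to 17877583, in sham control from 16083171 to 18226819 and in sham mimic from 16377561 to 23056525. A gene at 0 counts was given a floor of 3 counts, and this floor covers counting error only. Gene symbols were found for 32665 of the 54532 genes in the tables.

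The main test was the quasi-likelihood test of edgeR 4.0.16 with TMM normalization and filterByExpr on the 10 libraries compared, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. The comparisons were mimic against control within MOV and within sham, MOV against sham within control and within mimic, and the interaction of surgery and virus on 20 libraries. The alternatives tried were DESeq2 1.42.0, limma 3.58.1 with voom and sample quality weights, DESeq2's size factors in edgeR, no filter, at least 10 counts in total, equal replicate numbers as a block in edgeR and in DESeq2, all 20 libraries in the fit, and each library left out in turn. Fits with a replicate block within surgery on 20 libraries, in edgeR and in DESeq2, and voom with a replicate block were added after the values were seen. The DESeq2 fit of this kind, which gave 136 DEGs, was picked from 45 settings because it came closest to the paper's counts and to Table S1, and its own alternatives were added at the same time.

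Scores were taken per library as the mean log2 CPM (prior count 2) of a list of genes. The seed-site score used genes with an 8mer or 7mer-m8 site for miR-1 in the longest annotated 3′ UTR and the eCLIP target score used genes with miR-1 chimeric reads in a shortened copy of Appendix S1, each relative to genes matched in 20 bins of expression. The leukocyte marker score used 35 genes and the ribosomal protein score 97 genes. Group differences of scores were tested with exact permutation tests and, by replicate number, with exact sign-flip tests over 32 flips. Correlations over 10 mice were tested with 100000 permutations. A value was marked as lying far from its group by Dixon's ratio with a critical value of 0.71 for 5 libraries.

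The genes named were set by a rule, namely each gene the paper's text names from these data, the genes of Table S1 with the smallest adjusted p (Gbp3, Zbp1 and H2-Ab1) and with the lowest log2FC (Snord91a), DEGs of each comparison whose groups do not overlap, up to 3 in each direction, and a list of regeneration genes for MOV against sham. Nos1 was the 1 gene that came in as a DEG. Genes outside this rule are named where a fit called 5 or fewer.

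The fits were tested on simulated data with 200 changed genes. The changes were of an absolute log2FC of 1 or more, in genes with many counts, and genes were drawn independently. edgeR without a block recovered 77% of them with 5 false calls, and DESeq2 without a block 88% with 40 false calls. With a replicate block on 20 libraries, edgeR recovered 91.5% with 10 false calls, and DESeq2 recovered 94.0% with 42 false calls. Analyses used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Left out were the qPCR, histology and muscle weight data, for which there were no counts, the eCLIP-seq reads, and the GO enrichment, since no GO annotation was used here.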

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

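The splits of the libraries for Nos1 and for the interaction were set before the data were examined, together with the comparisons, the main test, its first set of alternatives and the rule for naming genes. The tests of single libraries against their groups use a fixed ratio, while the DESeq2 fit with a replicate block within surgery, which called 136 DEGs and is used here for the interaction and for Nos1, was chosen after the values were seen.

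In 5 of the 68 groups of 5 libraries that were looked at, 1 library lay far from the other 4, where chance gives 3.4 such groups. For Itm2a, MOV mimic replicate 3 had a log2 CPM of 8.71 against 7.44 to 7.80 in the rest of its group (gap 0.721 of the range). For Nxn, sham mimic replicate 2 had 6.82 against 6.09 to 6.25 (gap 0.789). For Acsl3, sham mimic replicate 1 had 3.75 against 4.49 to 4.67 (gap 0.804), and for Sh3d19 the same library had 3.46 against 4.47 to 4.78 (gap 0.764). For the ribosomal protein score, sham control replicate 2 had 6.68 against 6.42 to 6.46 (gap 0.844). Acsl3 and Sh3d19 were also lowest in the sham control library of the same number, at 11.5 and 9.65 CPM. The total of sham mimic replicate 1 was 16805537 counts, inside the range of its group, so its depth does not set it apart. Its 10 genes with the most counts took 24.9% of the counts, the highest share of the 20 libraries. The number of such libraries is near what chance gives, and no biological explanation was tested, since libraries of a group share their condition.

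For Nxn, Ypel2, Acsl3 and Sh3d19, the difference between mimic and control, taken between libraries of equal number, was lower in MOV than in sham. The gap in log2 CPM was -0.64 for Nxn, -0.54 for Ypel2, -0.77 for Acsl3 and -0.74 for Sh3d19. The other genes of the 7 had gaps of -0.38 for Itm2a, -0.64 for Itgb1bp2 and 0.63 for B2m, with an exact permutation p of 0.111, 0.127 and 0.0556 (0.127, 0.127 and 0.0778 after adjustment over 7 genes). For the first 4 genes, permuting the surgery labels of the 10 mice gave an exact p of 0.0159, 0.0159, 0.00794 and 0.00794, and 0.0278 for each after Benjamini-Hochberg adjustment over 7 genes. All 5 MOV mice were lower in the mimic-injected muscle for each of the 4 genes, while 4, 2, 4 and 3 of 5 sham mice were higher. In the interaction test of edgeR on all genes these genes had an adjusted p of 1.00. In the DESeq2 fit with a replicate block within surgery, which called 136 DEGs in MOV, the adjusted p of the interaction was 0.292, 0.534, 0.140 and 0.394. The 7 genes were taken from the paper, which chose them for their difference in MOV on these libraries, so a gap of this kind was favored by the choice and the permutation test is not independent of it. The interaction gave 0 DEGs (426 genes at an unadjusted p under 0.05), and each of the 40 splits of the libraries gave at least as many, which any count of 0 must. In 1 of the other splits there was 1 DEG. The gaps cannot be told apart from the way the genes were chosen, and the low values of Acsl3 and Sh3d19 in sham replicate 1 belong to both muscles and cancel in the difference.

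Nos1 (ENSMUSG00000029361, chromosome 5, 117866839 to 117958840) is not discussed in the paper. It was lower in MOV control than in sham control, with 56.2 ± 20.0 CPM in sham control and 16.9 ± 1.81 CPM in MOV control (SD, n = 5 each), a log2FC of -1.70 (standard error 0.22, adjusted p = 0.0461 from edgeR). All 5 MOV control libraries, between 14.8 and 18.9 CPM, lay below all 5 sham control libraries, between 39.7 and 90.8 CPM (exact permutation p = 0.00794 over the splits of 10 libraries, the smallest possible). Nos1 was singled out among 14974 genes, and that p is not adjusted for this. It was the 1 DEG of that comparison, with 2726 genes at an unadjusted p under 0.05. The log2FC was between -1.80 and -1.44 with each library left out, and in 6 of those 10 fits the adjusted p was over 0.05. The replicate block (log2FC -1.64, adjusted p = 0.103 from edgeR) joins different mice in this comparison and does not bear on Nos1. Over all alternatives the adjusted p ran from 1.19e-09 with DESeq2 to 0.150. Of the 16 splits of these libraries that part all libraries of equal number, 1 gave as many DEGs, the real one, and the share cannot go under 0.0625, so this count decides nothing. Library size does not set the groups apart, with medians of 17075558 and 16547678 counts. The annotation of Nos1 overlaps Gm30360 and Gm26995, and reads of these genes were not separated from it. In the DESeq2 fit with the replicate block within surgery, Nos1 was also among the 136 DEGs and among the 22 called in each fit that left out a mouse, higher in MOV mimic than in MOV control (log2FC 0.97, adjusted p = 0.00432 from DESeq2, 5 of 5 mice). Both comparisons use the same MOV control libraries, so that low values there favor both differences. In the mimic-injected muscles, which share no library with MOV control and sham control, Nos1 was lower on average after MOV, with means of 62.1 CPM in sham mimic and 36.5 CPM in MOV mimic, but the libraries overlapped (log2FC -0.74, standard error 0.33, adjusted p = 0.364 from edgeR). The overlap came from MOV mimic replicate 5, with 69.0 CPM. The other MOV mimic libraries, between 18.1 and 34.5 CPM, lay below all of sham mimic, where the lowest had 37.2 CPM. Replicate 5 also had 13.6% mitochondrial counts, the highest share of its group. The mimic-injected muscles come from the other leg of the same mice. A lower amount of Nos1 mRNA after MOV is a hypothesis, and reads of the overlapping genes remain as an explanation that was not tested.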

How the results depend on the processing

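The settings with a replicate block within surgery on 20 libraries, voom with a replicate block, and the 45 settings of DESeq2 from which the fit with 136 DEGs was picked were chosen after the data were seen. Where a result changed, the cause was not tested.

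For MOV mimic against MOV control, edgeR gave 0 DEGs (641 genes at an unadjusted p under 0.05), and also 0 with voom (1348 genes), DESeq2's size factors (643), no filter (2049), at least 10 counts (1613), the replicate block (1100) and each library left out. DESeq2 gave 3 DEGs, 2 with an absolute log2FC over 1, and DESeq2 with the replicate block 127 and 73. With all 20 libraries in the fit, edgeR gave 1 DEG (1 over that log2FC) and DESeq2 5 (5 over it). Of the settings chosen after the data were seen, edgeR with the block on 20 libraries gave 1 and 1, DESeq2 with the block on 20 libraries and over 30 counts in total 136 and 74, and voom with the block 82 and 62. With DESeq2 and the block on 20 libraries, 12 H2- genes were among the higher DEGs, against 0 by edgeR. With voom and the block, 9 of 21 were (Fisher's exact test, one-sided, p = 1.74e-16). DESeq2 with the block on 10 libraries shared 83 of its genes with the 136 DEGs, and voom with the block 46. In a simulation of that design, edgeR without a block called 77% of 200 changes. These were of an absolute log2FC of 1 or more, in genes with many counts that were drawn independently. Smaller changes were not simulated, and 62 of the 136 DEGs had an absolute log2FC of 1 or less. The simulation therefore cannot decide whether 5 libraries were too few for edgeR to call such changes.

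The fit with 136 DEGs gave 121 with independent filtering at 0.1, 97 without it, 178 with filterByExpr and 142 with all genes that had at least 1 count. Its counts ran from 33 to 460 across the 5 fits that each left out one mouse, and 22 genes were DEGs in all of these fits.

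For sham mimic against sham control, none of the 22 alternatives gave a DEG, with 111 to 913 genes at an unadjusted p under 0.05. In the comparisons of MOV with sham the replicate block joins different mice. For MOV control against sham control, edgeR gave 1 DEG, as did DESeq2's size factors (Nos1) and the replicate block (mmu-mir-2134-4). DESeq2 gave 913, voom 946, no filter 388, at least 10 counts 163, DESeq2 with the block 722, all 20 libraries 36 in edgeR and 618 in DESeq2, and leaving out 1 library 0 to 426. For MOV mimic against sham mimic, edgeR gave 0 DEGs (1997 genes at an unadjusted p under 0.05), DESeq2 221, voom 17, no filter 1 (Igfn1), DESeq2 with the block 116, all 20 libraries 3 in edgeR and 254 in DESeq2, and leaving out 1 library 0 to 101. The interaction gave 0 DEGs in 25 alternatives, 1 with DESeq2 and 5 with DESeq2 and the block.

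Among the scores, the seed-site score of MOV mimic against MOV control (0.02) ran from -0.00603 to 0.0392 with each library left out, and that of sham mimic against sham control (0.04) from 0.0243 to 0.0573, where the exact permutation test passed the threshold in 1 of 10 fits. The eCLIP target score of MOV control against sham control (0.13) was 0.18 with 3′ UTR targets alone and 0.13 with the replicate block, whose exact sign-flip test cannot go under 0.0625, and neither passed the threshold. It ran from 0.0933 to 0.16 with each library left out, and 4 of these 10 fits did not pass. In sham mimic against sham control it ran from -0.00658 to 0.0787. The leukocyte marker score ran from 0.60 to 1.15 in MOV mimic against MOV control, where 1 of 10 fits passed the threshold, and from -0.31 to 0.18 in sham mimic against sham control. The ribosomal protein score ran from -0.0963 to 0.0499 in MOV mimic against MOV control and from -0.0225 to 0.12 in MOV control against sham control. These scores have no stable sign where their range spans 0.

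Of the log2FC of named genes under the alternatives, 606 kept their direction and their side of the threshold, 52 passed it, 7 no longer passed it and 16 changed sign. All of the last belong to small changes. In sham mimic against sham control, leaving out 1 library moved Ypel2 from -0.17 to 0.0748, Acsl3 from -0.0262 to 0.24 and Sh3d19 from -0.11 to 0.22. In MOV control against sham control, Itm2a was -0.00574 without the filter and -0.00519 with at least 10 counts, and ran from -0.17 to 0.13 with each library left out. The 7 that no longer passed belong to Nos1.

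Depth limits Snord91a, with 15 to 30 counts in MOV control and 0 counts in MOV mimic, to a lower bound. It does not limit the 7 genes of Fig. 5, which had at least 244 counts in each MOV library.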

Differences from the paper's values

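The settings and tests chosen after the values were seen are named as such.

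The paper reports 137 DEGs between mimic and control after MOV, and edgeR without a block gave 0 (641 genes at an unadjusted p under 0.05). The paper's 52 upregulated and 22 downregulated genes with an absolute log2FC over 1 stand against 0 and 0. Of the alternatives set before the data were examined, DESeq2 with the replicate block came within 1.5 times of the paper's values, with 127 DEGs, 54 with a log2FC over 1 and 19 with a log2FC under -1. The others did not, namely DESeq2 without the block (3 DEGs), voom with quality weights (0), DESeq2's size factors in edgeR (0), no filter (0), at least 10 counts in total (0), edgeR with the replicate block (0), all 20 libraries in edgeR (1) or in DESeq2 (5), and each library left out (0). DESeq2 with the replicate block within surgery on all 20 libraries and the 20632 genes with over 30 counts gave 136 DEGs, 52 with a log2FC over 1 and 22 with a log2FC under -1, and was chosen after seeing the values, from 45 settings, because it came closest to the paper's values. Its log2FC of the 74 genes of Table S1 differed from the paper's by at most 7.62e-05. The number of genes tested, 20632, is that of Fig. 3a. The fit of all 20 libraries without the block, on genes with at least 10 counts, differed by up to 2.32. These values argue that the paper's fit joined libraries of equal number, which its text does not state. The 0 of edgeR without a block therefore comes from a different model. Voom with the replicate block, also chosen after seeing the values, gave 82 DEGs, 58 with a log2FC over 1 and 4 with a log2FC under -1.

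Among genes the paper calls, edgeR called none in this comparison. DESeq2 without the block called Ypel2 and Snord91a. With all 20 libraries and no block, edgeR called Snord91a, and DESeq2 called Snord91a, Lrrc51, Il15, Tnip3 and Xylt1. With the block within surgery on 20 libraries, chosen after seeing the values, edgeR called Gbp3. DESeq2 with the block on 10 libraries called 50 of the 74 genes of Table S1, and voom with the block, chosen after seeing the values, 31.

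The paper states that B2m was elevated after MOV. In control-injected muscles, B2m in MOV against sham had a log2FC of 0.34 (standard error 0.21, adjusted p = 0.426 from edgeR). In mimic-injected muscles, B2m in MOV against sham had a log2FC of 1.01 (standard error 0.31, adjusted p = 0.285 from edgeR), with means of 376 CPM in sham mimic and 733 CPM in MOV mimic. In MOV muscles B2m in mimic against control had a log2FC of 0.94 (adjusted p = 0.999 from edgeR). DESeq2 with the block within surgery on 20 libraries, chosen after seeing the values, gave 0.87 with an adjusted p of 8.04e-05. It also called B2m in 5 of 5 fits that left out a mouse. The paper states that the 7 genes carry miR-1 target sites by eCLIP-seq. In the shortened copy of Appendix S1 used here, which holds 195 of the genes, 1 of the 7 was listed, Itm2a, and no 6mer site for miR-1 was found in the coding sequence or 3′ UTR of B2m.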

Other observations

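The tests of the DESeq2 fit with 136 DEGs, of the other covariates, of B2m against the H2- genes, of low counts and of Mir1a-1 were chosen after the result was seen, and the tests of the miR-1 scores and of library size were not. The test of the leukocyte covariate was planned beforehand, but it was run in that DESeq2 fit, which was chosen after its values were seen.

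The H2- genes were higher in MOV mimic than in MOV control in the fits that called them, as in the 12 H2- genes among the 136 DEGs of DESeq2 with the replicate block on 20 libraries. In MOV mimic against sham mimic, 9 of 20 H2- genes were among the higher DEGs by DESeq2 and 11 of 21 with all 20 libraries in the fit, against 1 with the replicate block, which joins different mice there, and 0 by edgeR (1997 genes at an unadjusted p under 0.05) and by voom (3363 genes). Without MOV mimic replicate 5, edgeR called 5 of 21 H2- genes higher in MOV mimic than in sham mimic. The other edgeR fits that left out a library called none. A candidate explanation for the higher H2- genes is more leukocyte RNA in the mimic-injected overloaded muscles. The leukocyte marker score was higher in MOV mimic by 0.87 (exact permutation p = 0.0794, higher in 5 of 5 mice), and the difference in sham mimic against sham control was -0.05 (p = 0.921). The difference between MOV and sham was 0.91, with an exact permutation p of 0.0476 and 0.190 after Benjamini-Hochberg adjustment over 4 scores. Over 10 mice, the difference between mimic and control in the H2- genes followed that in the leukocyte marker score, with Pearson's r 0.975 (permutation p = 2e-05, and 8e-05 after adjustment over 4 relations), Spearman's rho 0.903 (permutation p = 0.00078) and r 0.938 without the 2 mice farthest from the median. Within the 5 MOV mice r was 0.978 and within the 5 sham mice 0.960. With the leukocyte marker score as a covariate in the DESeq2 fit, 6 DEGs were left and 0 H2- genes were among the higher ones (1201 genes at an unadjusted p under 0.05). This test cannot tell leukocyte RNA from a change in gene expression that moves both, because the score and the H2- genes moved together. The interferon gamma score as a covariate left 5 DEGs and 0 H2- genes among the higher ones (1099 genes at an unadjusted p under 0.05), as complete a loss, and its difference between mimic and control followed that of the H2- genes with Pearson's r 0.752 (permutation p = 0.0119, and 0.0159 after adjustment over 4 relations), Spearman's rho 0.673 (permutation p = 0.0381) and r 0.520 without the 2 mice farthest from the median. More DEGs were left with the muscle fibre score, 43, and with the ribosomal protein score, 111. Over 10 mice, the difference in macrophage and monocyte genes followed that of the H2- genes with a higher r than interferon gamma. For the macrophage and monocyte genes Pearson's r was 0.828 (permutation p = 0.00271, and 0.00542 after adjustment over 4 relations) and 0.653 without the 2 mice farthest from the median. The gap between the 2 scores was not tested and did not hold within groups. Within the 5 MOV mice r was 0.712 against 0.657 for interferon gamma, but within the 5 sham mice 0.449 against 0.813. For the muscle fibre score r was -0.376 (permutation p = 0.283). A difference in library size was not seen (exact permutation p = 0.389). B2m, which is no H2- gene, moved the same way (log2FC 0.87), but it would do so with MHC expression whether or not reads are shared between H2- paralogs, and sharing of reads was not told apart. Leukocyte RNA, a response to interferon gamma and reads shared between paralogs remain as explanations and were not told apart from each other or from an effect of the mimic on the muscle.

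The 136 DEGs of DESeq2 with the replicate block rest on equal numbers being the same mouse. When the numbers of the mimic libraries were shifted against those of the control libraries, the fits gave 34, 12, 15 and 61 DEGs, so the largest was 61. This would be so if equal numbers are the muscles of a mouse, as would the mean correlations of 0.267 in MOV and 0.336 in sham between libraries of equal number. Single pairs ran from 0.0792 to 0.448 in MOV and from 0.0178 to 0.831 in sham, so the correlation was weak in some pairs. The fit matched the paper's log2FC of the 74 genes of Table S1 to within 7.62e-05. That match argues that the paper's fit joined equal numbers as well, but does not itself show which mouse a library came from. Of the 16 ways to exchange the labels of mimic and control within mice, 3 gave at least as many DEGs, the largest other with 279, and the median of the others was 2. The smallest share that 16 splits can give is 0.0625, so the count cannot be told apart from a grouping of the mice by chance. In sham, where the real labels gave 0 DEGs (286 genes at an unadjusted p under 0.05), 6 of the other splits gave DEGs, up to 179. Left out in turn, the MOV mice 1 to 5 gave 94, 52, 460, 33 and 117 DEGs, of which 56, 37, 120, 29 and 78 were shared with the 136. The genes called in all of these fits numbered 22, with Gbp3, Zbp1, H2-Ab1, B2m and Snord91a among them. Few counts remain as an explanation for the 22 lower DEGs with a log2FC under -1. The test made, under 10 normalized counts in both groups, gave 0 of them (2252 genes of this fit had an unadjusted p under 0.05) and could hardly come out otherwise, since a gene needs counts to be called. In MOV mimic alone, 14 of the 22 had under 10 normalized counts, while 5 of the 52 higher DEGs with a log2FC over 1 had under 10 in MOV control. A gene called lower has fewer counts in MOV mimic by that call, so these numbers do not decide the question either. In MOV control the mean normalized counts of the 22 ran from 11.3 to 616.

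In the edgeR comparisons, each of the 16 splits gave at least the 0 DEGs found for MOV mimic against MOV control (641 genes at an unadjusted p under 0.05), each of the 16 at least the 0 for sham mimic against sham control (254 genes), and each of the 16 at least the 0 for MOV mimic against sham mimic (1997 genes), which any count of 0 must. The largest counts from other splits were 0, 1 and 45.

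If the mimic raised miR-1 activity in the overloaded muscles, mRNAs with miR-1 sites could be lower in MOV mimic. The seed-site score gave no such difference (0.02, exact permutation p = 0.595). Of the 209 other orders of the letters of the miR-1 site, tested in the same way, 186 gave a difference as low or lower. Counts of MOV mimic thinned once by 0.2 on the log2 scale gave an exact permutation p of 0.00794, and counts thinned by 0.1 gave 0.0873, each starting from the observed difference. If the fall of miR-1 after MOV released these mRNAs, they could be higher in MOV control than in sham control. The difference in the seed-site score was 0.02 (exact permutation p = 0.579), whereas the eCLIP target score was higher in MOV control by 0.13 (exact permutation p = 0.0397), though it did not pass the threshold with 3′ UTR targets alone (0.18) or in 4 of the 10 fits that left out a library. The eCLIP target score of MOV mimic against MOV control was -0.08 (exact permutation p = 0.0873, lower in 4 of 5 mice), which did not reach 0.05, on a list that holds 195 of the genes in Appendix S1. The tests do not exclude changes smaller than they can show, or repression without loss of mRNA.

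Less transcription of Mir1a-1 (chromosome 2, 180389048 to 180389124, within Mir1a-1hg) could lower miR-1 after MOV. Reads counted on it were higher in MOV control than in sham control by 1.57 in log2 CPM (exact permutation p = 0.00794, the smallest possible, with all 5 MOV control libraries above all 5 of sham control), with an edgeR log2FC of 1.99 (adjusted p = 0.101). MOV control replicate 4 had 15.2 CPM, against 2.40 to 3.80 CPM in the rest of its group, so the size of the difference depends on it. The libraries were not made for small RNAs, so the reads on Mir1a-1 come from longer transcripts over the locus and do not measure mature miR-1.

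The regeneration genes were set to be reported for MOV control against sham control. Their log2FC was 1.17 for Pax7 (adjusted p = 0.0630 from edgeR), 1.40 for Myog, 1.73 for Myh3, 1.58 for Mymk, 1.18 for Myh8, 0.52 for Myod1 and 0.72 for Mymx. For Pax7, DESeq2 on the same libraries gave an adjusted p of 0.00369, voom with sample quality weights 0.0404, and the exact permutation test p = 0.00794. For the other genes of the set, DESeq2 and voom gave adjusted p over 0.05. The mean log2 CPM of the set was higher by 1.60 (exact permutation p = 0.0476, and 0.429 after Benjamini-Hochberg adjustment over 9 gene sets). In MOV mimic against MOV control, the set differed by -0.62 (exact permutation p = 0.516, and 0.571 after adjustment over 9 gene sets). It was lower in 5 of 5 mice, taking equal numbers as the same mouse (exact sign-flip p = 0.0625, the smallest possible). MOV mimic replicate 5 had 1.93, against 4.67 to 5.81 in the rest of its group. The MOV control library of the same number had 4.07, so the mean difference rests largely on this mouse.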
